# RNF20 is required for male fertility through regulation of H2B ubiquitination in the Sertoli cells

**DOI:** 10.1186/s13578-023-01018-2

**Published:** 2023-04-06

**Authors:** Fengling Lai, Haoyu Wang, Xinyue Zhao, Kangning Yang, Le Cai, Mengxin Hu, Lan Lin, Xizhong Xia, Wei Li, Hanhua Cheng, Rongjia Zhou

**Keywords:** Male infertility, Sertoli cells, Cell adhesion, Spermatogenesis, RNF20

## Abstract

**Background:**

Spermatogenesis depends on the supporting of the Sertoli cells and their communications with germ cells. However, the regulation of crosstalk between the Sertoli cells and germ cells remains unclear.

**Results:**

In this report, we used conditional knockout technology to generate the Sertoli cells-specific knockout of *Rnf20* in mice. The *Amh-Rnf20*^*−/−*^ male mice were infertile owing to spermatogenic failure that mimic the Sertoli cell-only syndrome (SCOS) in humans. Knockout of *Rnf20* resulted in the H2BK120ub loss in the Sertoli cells and impaired the transcription elongation of the *Cldn11*, a gene encoding a component of tight junction. Notably, RNF20 deficiency disrupted the cell adhesion, caused disorganization of the seminiferous tubules, and led to the apoptotic cell death of both spermatogonia and spermatocytes in the seminiferous tubules.

**Conclusions:**

This study describes a *Rnf20* knockout mouse model that recapitulates the Sertoli cell-only syndrome in humans and demonstrates that RNF20 is required for male fertility through regulation of H2B ubiquitination in the Sertoli cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01018-2.

## Introduction

In humans, infertility is common and affects approximately 17% of reproductive-aged couples worldwide [1–4]. Near 50% of infertility cases are caused by male factors [5], which include a reduced number of spermatozoa, low sperm quality, and spermatogenesis failure. Azoospermia is an important factor affecting male infertility [6]. The Sertoli cell-only syndrome (SCOS) is one of the severe disorders which causes male infertility and is usually azoospermic. The typical features of the SCOS are germ cell aplasia, a reduced testicular volume, and only Sertoli cells line in the seminiferous tubules [7]. Several causal factors have been proposed for the pathogenic mechanisms underlying the SCOS, including chromosomal abnormality [8, 9], sex chromosome disorders, for example, Klinefelter syndrome [10], Y chromosome microdeletions in AZFs [11–14], mutations of candidate genes [15–19], and dysregulation of gene expression [20, 21]. Recently, *Mast4* [22] and *Pramef12* [23] have been identified as essential genes for spermatogenesis in mice, and knockout of the genes recapitulates the SCOS in humans. In addition, copy number variations and endocrine processes could also be causal for the SCOS [10, 24]. Thus, in humans, the SCOS is a clinically and genetically heterogeneous group of disorders for male infertility and its pathogenic mechanisms remain elusive.

Spermatogenesis is a precisely regulated and complex process of development and differentiation, which is typically divided into three phases: proliferation of spermatogonia stem cells through mitosis, differentiation of spermatocytes to spermatids through meiotic cell division, and spermiogenesis [25]. During spermatogenesis in testis, the supporting cells, the Sertoli cells, in the seminiferous tubules, provide an essential niche in structural, immunological, and nutritional support for germ cell development [26]. The Sertoli cells are located on the basement membrane of the seminiferous tubules and function not only as nurse cells in the testis, but also establish an immune-privileged environment of the blood-testis-barrier (BTB) for spermatogenesis [26–28]. Thus, the Sertoli–germ cell crosstalk is crucial for spermatogenesis; however, the regulation mechanisms of their interactions remain elusive. As a major component of the BTB, CLDN11 contributes to the tight junction between the Sertoli cells and spermatogonial stem cells (SSCs), which plays an essential role during spermatogenesis [29–31]. Deficiency of *Cldn11* in mice resulted in loss of tight junction integrity and spermatogenesis did not proceed beyond the spermatocyte stage [32]. In addition, the impairment of spermatogenesis and male infertility were involved in an abnormal distribution of *Cldn11* expression in the Sertoli cells [33, 34]. However, the epigenetic regulation of CLDN11 expression in the Sertoli cells remains unknown.

The E3 ubiquitin ligase RNF20 (ring finger protein 20) is critical for mono-ubiquitination of histone H2B at lysine 120 (H2BK120ub) in mammals [35, 36]. It is now clear that RNF20 and H2BK120ub play vital roles in some of the most fundamental biological processes and global knockout of *Rnf20* in mice resulted in very early embryonic lethality [37]. RNF20 was implicated in the regulation of double-strand break repair [38], suppression of tumorigenesis [39], cell differentiation [40, 41], homologous recombination [42], mRNA splicing [43], adipose tissue development [44], and meiotic recombination and spermatogenesis [45]. Notably, RNF20 was a reliable indicator of transcription activity and contributed to transcriptional elongation [43, 46, 47]. Although considerable efforts have been made for RNF20, the biological function and underlying mechanisms of RNF20 in the Sertoli cells in regulation of spermatogenesis remain unclear.

In the present study, we created a *Rnf20* conditional knockout in the Sertoli cells and find that deficiency of *Rnf20* leads to male infertility owing to spermatogenic failure in mice, recapitulating pathological features of the SCOS in humans. *Rnf20* knockout results in the H2BK120ub loss in the Sertoli cells and thus impairs the transcription elongation of the *Cldn11* gene in the Sertoli cells, which is essential for the BTB establishment through the cell junction. RNF20 deficiency in the Sertoli cells disrupts the cell adhesion, causes disorganization of the seminiferous tubules, and leads to the loss of both the spermatogonia and spermatocytes in the seminiferous tubules by apoptosis pathway. These molecular and cellular events provide new insights to the male infertility.

## Results

### The Sertoli cells-specific knockout of ***Rnf20*** results in male infertility

To investigate the function of *Rnf20* in the Sertoli cells during spermatogenesis, the *Rnf20*^*Flox/Flox*^ mice were used [48]. The Lox P sites were inserted between exon 2–4 of *Rnf20*, where *Rnf20* was knocked out through disrupted the ORF of mRNA (Fig. 1a). The *Amh-Rnf20*^*−/−*^ mice were produced by crossing the *Rnf20*^*Flox/Flox*^ with the *Amh-Cre* mice (Fig. 1b, c). Western blot analysis confirmed that the protein levels of RNF20 and H2BK120ub were significantly decreased in the testes of the *Amh-Rnf20*^*−/−*^ mice compared with those in the *Amh-Rnf20*^*+/−*^ and the *Rnf20*^*Flox/Flox*^ mice (Fig. 1d). The morphology observations showed that the testis size in the *Amh-Rnf20*^*−/−*^ mice from the day 14 after birth to adult was significantly smaller than those in the *Rnf20*^*Flox/Flox*^ mice (Fig. 1e, f), indicating testis development was impaired in the *Amh-Rnf20*^*−/−*^ mice. Further histology analysis of testes at different stages of spermatogenesis showed that there were no round or elongated spermatids in the seminiferous tubules of the *Amh-Rnf20*^*−/−*^ mice and no spermatozoa were detected in the seminiferous tubules, even there were only Sertoli cells and a few of germ cells existed in the seminiferous tubules, while sperm cells were produced gradually in the *Rnf20*^*Flox/Flox*^ mice (Fig. 1g). In addition, histological analysis of the epididymal lumens of the *Amh-Rnf20*^*−/−*^, the *Amh-Rnf20*^*+/−*^, and the *Rnf20*^*Flox/Flox*^ mice showed that mature spermatozoa were absent in the epididymal lumens in the *Amh-Rnf20*^*−/−*^ male mice (Fig. 1h). These observations were consistent with the fact that the *Amh-Rnf20*^*−/−*^ male mice were infertile when mating with wild-type female mice. Nevertheless, the knockout of the *Amh-Rnf20*^*−/−*^ had no detectable effect on ovary development and oogenesis (Additional file 1: Fig. S1). Together, these data indicated that the Sertoli cells-specific knockout of *Rnf20* in mice caused male infertility owing to spermatogenic failure, recapitulating pathological features of the SCOS in humans.

**Fig. 1:**
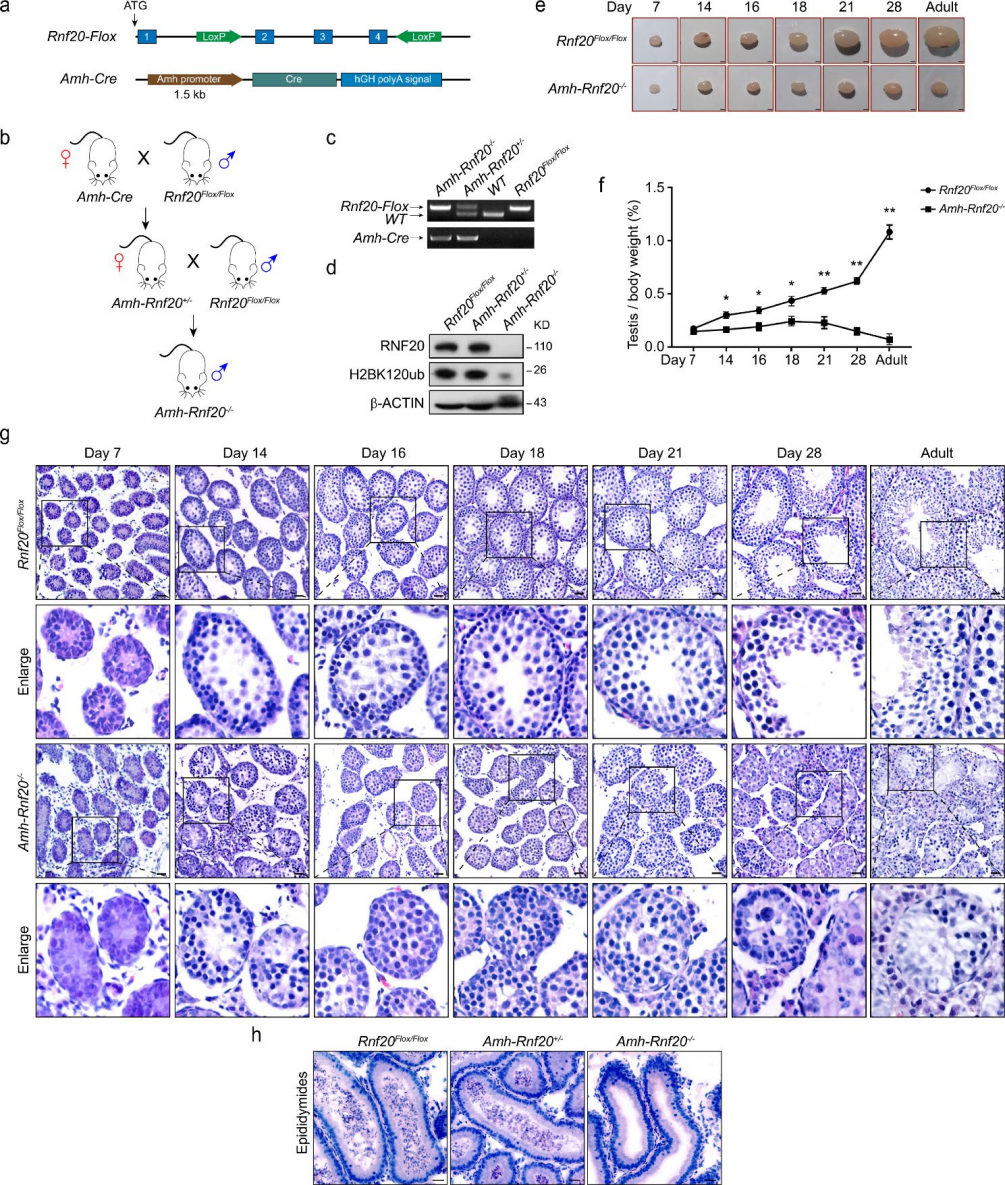
Spermatogenic failure in the *Amh-Rnf20*^*−/−*^ mice. **a** Schematic diagram for the construction for making the *Rnf20*^*Flox/Flox*^ and the *Amh-Cre* mice. **b** Flow chart of breeding to generate the *Amh-Rnf20*^*−/−*^ mice. **c** Genotyping of the *Rnf20* conditional knockout mice. *Rnf20-Flox*, *Rnf20*^*Flox/Flox*^; WT, wild type; *Amh-Cre*, *Amh* promoter-induced conditional knockout. **d** Western blot analysis of the protein levels of RNF20 and the ubiquitylation of histone H2BK120 in adult mice of 3 types of genotypes. β-ACTIN was used as an internal control. **e** Comparison the size of testes between the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ in adult and at 7, 14, 16, 18, 21, and 28 days after birth. Scale bar, 100 μm. **f** Relative weight of testis to body weight in mice between genotypes of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ (n = 3), *, p < 0.05, **, p < 0.01. **g** H&E staining of testes in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ in adult and at 7, 14, 16, 18, 21, and 28 days after birth. The black square in the panels corresponds to the enlarged panels. Scale bar, 100 μm. **h** H&E staining of epididymides in adult mice. Scale bar, 100 μm

### RNF20 deficiency results in H2BK120ub loss in the Sertoli cells

RNF20 is an E3 ubiquitin ligase critical for mono-ubiquitination of histone H2B at lysine 120 [35, 36]. To explore ubiquitination change of histone H2B in the Sertoli cells of *Rnf20* knockout, mass spectrometry was used to detect the levels of H2B ubiquitination in the *Amh-Rnf20*^*−/−*^ and the *Rnf20*^*Flox/Flox*^ mice. H2BK120ub was remarkably detected in the Sertoli cells in the *Rnf20*^*Flox/Flox*^, whereas no signal at the site on H2B in the Sertoli cells in the *Amh-Rnf20*^*−/−*^ was observed (Fig. 2a, b). Further immunofluorescence assays were conducted to verify the levels of H2BK120ub in different types of cells in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ mouse testes. SOX9 is a marker of the Sertoli cells, while DMRT1 is a marker for both the Sertoli cells and spermatogonia [49, 50], which were used to identify the expression localization of H2BK120ub in the Sertoli cells. Immunofluorescence analysis using these markers showed that knockout of *Rnf20* led to the loss of H2BK120ub in the Sertoli cells during spermatogenesis (Fig. 2c; Additional file 1: Fig. S2). These results suggested that *Rnf20* knockout resulted in the H2BK120ub loss in the Sertoli cells.

**Fig. 2:**
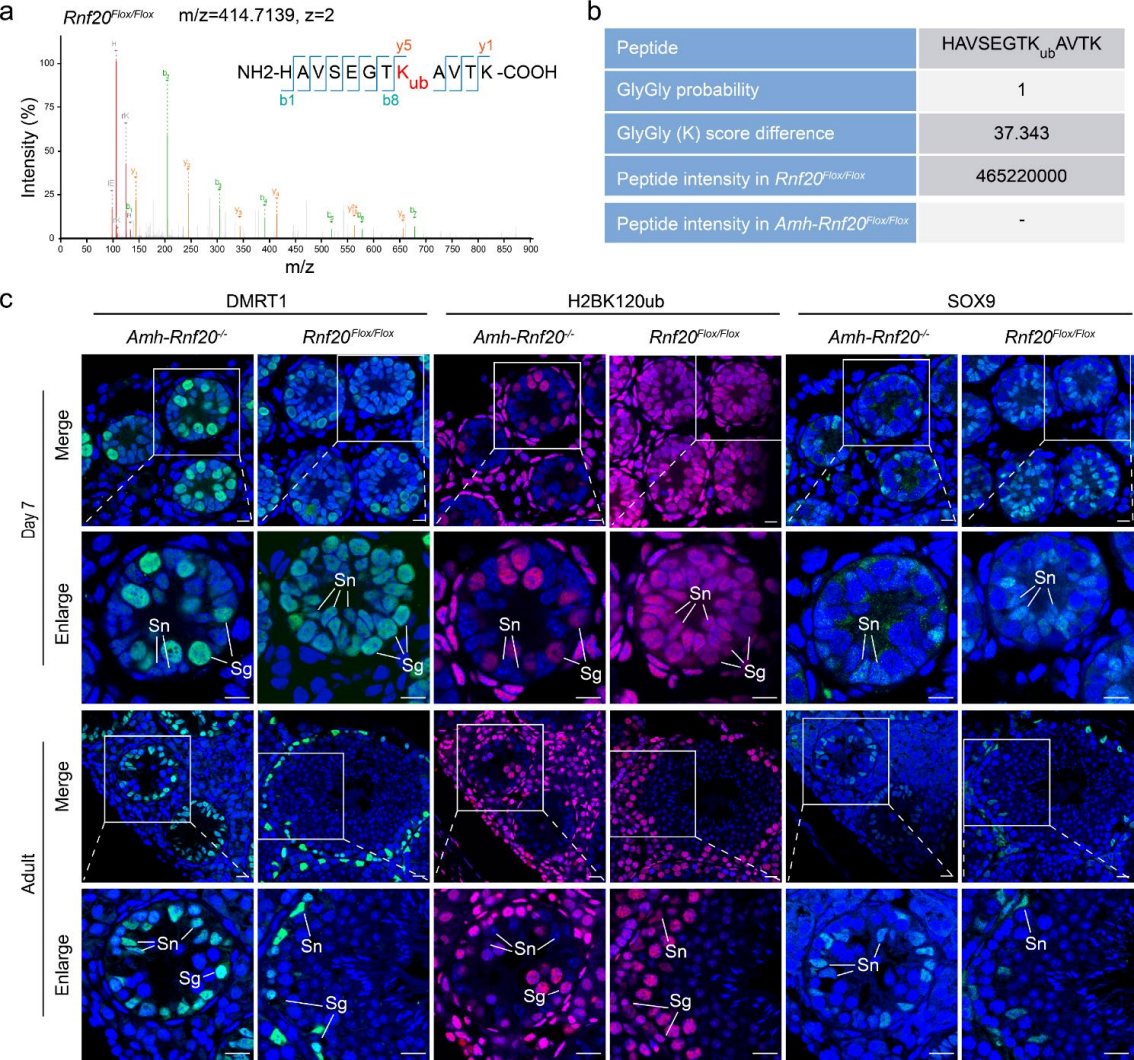
H2BK120ub is deficient in the Sertoli cells in the *Amh-Rnf20*^*−/−*^ mice. **a** Mass spectrometry detection of the ubiquitination of the H2B at K120 with the peptide HAVSEGTK(120)AVTK in the *Rnf20*^*Flox/Flox*^. The MQ software was used to analyze the data from mass spectrometry. X axis, m/z; Y axis, the intensity of ions; y, the C-terminal fragment ion (Y series). **b** Ubiquitinated peptide information at the position of the K120 in the *Rnf20*^*Flox/Flox*^. The ubiquitination modification site was not detected in the *Amh-Rnf20*^*−/−*^. **c** Immunofluorescent analysis of SOX9, H2BK120ub, and DMRT1 on serial paraffin-sections in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ testes at 7 days after birth and adult mice. The nuclei were stained with DAPI. TRITC signals represent the localization of H2BK120ub, while FITC signals showed the localization of SOX9 or DMRT1. The white squares in the panels correspond to the enlarged panels. Sn, Sertoli cells; Sg, spermatogonia. Scale bar, 10 μm

### RNF20 deficiency in the Sertoli cell impairs the ***Cldn11*** transcription

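RNA from Sertoli cells, the somatic cells that support germ cells inside the seminiferous tubules, was sequenced after oligo(dT) enrichment on the BGISEQ platform. Values of 4 samples taken at 7 days after birth were analysed, 2 from *Rnf20* Flox/Flox mice and 2 from *Amh-Rnf20*-/- mice, where the paper's methods give 3 individuals per group. The paper's isolation method takes testes at that age and uses the adherent cells after culture and several passages. Its RNA-seq methods do not state the passage of the cells. The labels' titles place these samples at day 7 and their growth protocol names adult tissue, and the paper's age was used. In the *Amh-Rnf20*-/- mice, Cre recombinase expressed from the *Amh* promoter removes the floxed part of *Rnf20* in Sertoli cells. The authors mapped the reads to GRCm38.p6 with HISAT and to the reference genes with Bowtie2, and calculated FPKM, which are fragment counts scaled by gene length and library size, with RSEM, and their table also gives each gene an estimated count. Between 11.1% and 11.6% of the genes in each sample had a count that was not a whole number, and the counts were rounded before any test. The rounded counts summed to 17559985 and 17547006 in the *Rnf20* Flox/Flox samples and to 17477268 and 17705347 in the *Amh-Rnf20*-/- samples. The groups were compared with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment over the 12880 of 17816 genes that had an FPKM of at least 0.5 in at least 2 samples. The targeted gene, *Rnf20* (Entrez 109331, chromosome 4 of GRCm38.p6, 49632005 to 49656887), had FPKM values of 16.64 and 16.01 in the *Rnf20* Flox/Flox samples and of 10.25 and 12.58 in the *Amh-Rnf20*-/- samples. Its log2 fold change was −0.49 (standard error 0.12, adjusted p = 0.222 from edgeR's quasi-likelihood test), and both *Amh-Rnf20*-/- samples lay below both *Rnf20* Flox/Flox samples. Relative to *Hprt* the log2 level of *Rnf20* differed by −0.49 between the groups (exact two-sided permutation test, p = 0.333, the smallest possible), and relative to the mean of 17 Sertoli cell marker genes by 0.13 (p = 1), with the first *Amh-Rnf20*-/- sample above both *Rnf20* Flox/Flox samples and the second below both. The marker genes were themselves at −1.14 in the first *Amh-Rnf20*-/- sample and −0.11 in the second, relative to the *Rnf20* Flox/Flox samples. All samples also held transcripts of other cells, such as *Acta2*, a marker of peritubular myoid cells. *Rnf20* is deleted in Sertoli cells only, so its ratio to the markers does not give its level per Sertoli cell. The counts of *Rnf20* cover the whole gene, so they do not separate transcripts with and without the floxed exons.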

To examine potential roles of *Rnf20* in regulation of gene transcription involved in spermatogenesis, we performed RNA-Seq analysis of the Sertoli cells isolated from the *Rnf20*^*Flox/Flox*^ and *Amh-Rnf20*^*−/−*^ mice at 7 days after birth. 

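The *Rnf20* Flox/Flox samples differed from each other by 2.73 in chi-square per degree of freedom over 13532 genes, where counting noise alone gives about 1. The *Amh-Rnf20*-/- samples differed from each other by 36.2 on the same measure. With 2 samples per group, no gene had both an absolute log2 fold change over 1 and an adjusted p-value under 0.001, and the smallest adjusted p-value was 0.0961 (edgeR's quasi-likelihood test). At an unadjusted p-value under 0.05 there were 1997 genes, against 644 expected by chance. Without a test, 571 genes had group means of FPKM + 0.1 more than 2-fold apart and groups that did not overlap. DESeq2, chosen after seeing the data, moved the count most among the tests that use the spread between samples and gave 126 genes past both thresholds.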

Over 1172 differentially expressed genes (DEGs) were detected, based on both |Log_2_FC|>1 (FC, fold change) and FDR < 0.001 (FDR, false discovery rate), in the Sertoli cells of the *Amh-Rnf20*^*−/−*^ mice compared with those of the *Rnf20*^*Flox/Flox*^ mice. 

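Among the genes with an unadjusted p-value under 0.05, 1097 were higher and 900 were lower in the *Amh-Rnf20*-/- samples. On the fitted log2 scale, 426 genes were more than 2-fold higher and 249 were more than 2-fold lower, whatever their p-value. In 51.0% of the genes tested the groups did not overlap on TMM-scaled counts, where chance gives 33.3%, and these genes were divided into 3199 higher and 3367 lower in both *Amh-Rnf20*-/- samples. The first *Amh-Rnf20*-/- sample was farther from the *Rnf20* Flox/Flox samples than the second. With a separate *Rnf20* Flox/Flox sample set against each *Amh-Rnf20*-/- sample, 1163 genes were more than 2-fold apart for the first *Amh-Rnf20*-/- sample and 404 for the second, while the *Rnf20* Flox/Flox samples had 130 such genes between them. Of the 1163 genes, 217 were more than 2-fold apart in the same direction in the second comparison.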

Of which 761 genes were upregulated and 411 genes were down-regulated (Fig. 3a). Gene Ontology (GO) analysis in biological process of the down-regulated genes showed an enrichment in cell differentiation, meiotic cell cycle, spermatogenesis, and cell adhesion (Fig. 3b). 

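The enrichment itself was not recomputed, since GO annotation was not used here. The genes that Fig. 3b lists under spermatogenesis and cell adhesion were tested as sets instead. Of the 25 spermatogenesis genes, 19 passed the filter on low values, and their median log2 fold change was −0.63. In 14 of them, both *Amh-Rnf20*-/- samples lay below both *Rnf20* Flox/Flox samples. Of the 23 cell adhesion genes, 19 passed the filter, with a median log2 fold change of −1.09, and in 18 of them both *Amh-Rnf20*-/- samples lay below both *Rnf20* Flox/Flox samples. Camera with an inter-gene correlation of 0.01 gave p-values, adjusted over both sets, of 3.71e-06 for spermatogenesis and 1.28e-08 for cell adhesion. Neither held with the correlation estimated from the samples (adjusted p = 0.280 for both sets) or with fry (0.188 for both). For single genes, 0 spermatogenesis genes and 1 cell adhesion gene, *Atp1b1*, had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test when adjusted over the list alone, and 0 did over all genes tested. The study chose these genes on the same samples, so the tests over the lists are not independent evidence. Most of the change came from the first *Amh-Rnf20*-/- sample, in which the mean log2 level was −1.22 relative to the *Rnf20* Flox/Flox samples for spermatogenesis and −2.07 for cell adhesion. In the second *Amh-Rnf20*-/- sample these values were −0.30 and −0.48.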

Of them, *Cldn11*, a gene encoded the major component of the BTB and tight junction, was associated with both GO processes, spermatogenesis and cell adhesion, and was significantly down-regulated in the Sertoli cells of the *Amh-Rnf20*^*−/−*^ mice compared with those of the *Rnf20*^*Flox/Flox*^ mice (Fig. 3b-d). 

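*Cldn11* (Entrez 18417) lies on chromosome 3 of GRCm38.p6 from 31149920 to 31164326. Its FPKM was 228.89 and 213.74 in the *Rnf20* Flox/Flox samples, a mean of 221 ± 10.7 (SD, n = 2). In the *Amh-Rnf20*-/- samples it was 14.01 and 150.35, a mean of 82.2 ± 96.4 (SD, n = 2). The log2 fold change was −1.40 (standard error 1.04, adjusted p = 0.571 from edgeR's quasi-likelihood test), so it did not pass the threshold, although both *Amh-Rnf20*-/- samples were below both *Rnf20* Flox/Flox samples. The size of the fall rested on the first *Amh-Rnf20*-/- sample. Without it the log2 fold change was −0.52, and without the second it was −3.94. Across the edgeR, limma and DESeq2 fits that kept all samples, the adjusted p-value of *Cldn11* was between 0.405 and 0.855. *Sox9*, a Sertoli cell transcription factor gene (Entrez 20682), had FPKM values of 41.84 and 39.43 in the *Rnf20* Flox/Flox samples and of 10.19 and 25.66 in the *Amh-Rnf20*-/- samples, a log2 fold change of −1.14 (standard error 0.44, adjusted p = 0.329 from the same test). With DESeq2, chosen after seeing the data, the adjusted p-value of *Sox9* was 0.0439, and across all fits it was between 0.0439 and 0.463. The log2 fold change of *Sox9* was −0.62 without the first *Amh-Rnf20*-/- sample. Relative to *Hprt*, the log2 level of *Cldn11* differed by −2.24 between the groups, and relative to the mean of 17 Sertoli cell marker genes by −1.61. An exact two-sided permutation test gave p = 0.333 for each ratio, the smallest p that 2 samples against 2 allow. Without the first *Amh-Rnf20*-/- sample, these differences were −0.45 and −0.44. Both ratios compare group means of log2(FPKM + 0.1), a scale other than that of the −1.40 from edgeR. With all samples, *Cldn11* alone differed by −2.26 on that scale. The ratio to *Hprt* was thus close to the gene's own fall, and the ratio to the marker genes fell less. The same marker genes had a median log2 fold change of −0.49, and all 7 markers of peritubular myoid cells were higher in the *Amh-Rnf20*-/- samples, with a median of 0.95. From the lower *Cldn11* and its place in both GO terms, the paper goes on to adult testes, with real-time PCR, CLDN11 protein and ChIP-PCR. It reports less CLDN11 protein there by western blot and by immunofluorescence. The paper concludes that loss of H2BK120ub impaired transcription elongation of *Cldn11*.

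**Figure D1:**
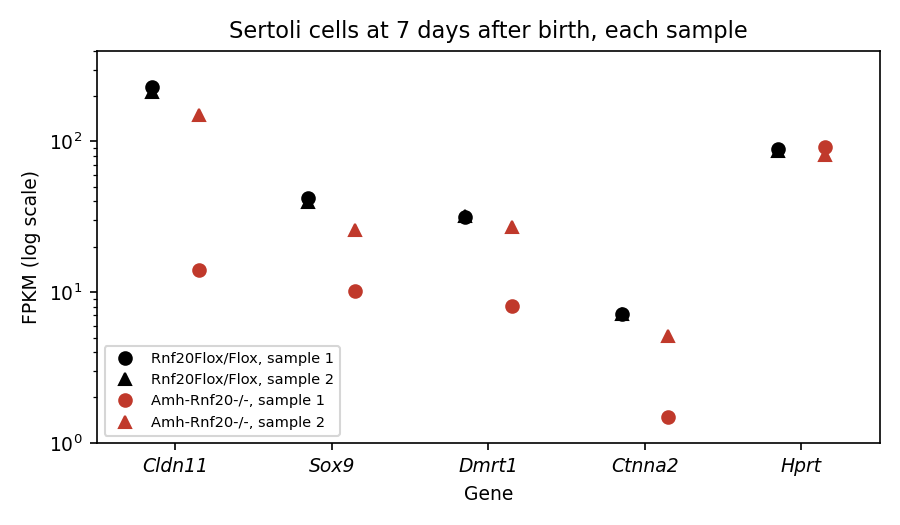
FPKM on a log scale of *Cldn11*, *Sox9*, *Dmrt1*, *Ctnna2* and *Hprt* in Sertoli cells at 7 days after birth, with each point 1 sample, black for *Rnf20* Flox/Flox and red for *Amh-Rnf20*-/-. *Cldn11* is at 228.89 and 213.74 in the *Rnf20* Flox/Flox samples and at 14.01 and 150.35 in the *Amh-Rnf20*-/- samples, while *Hprt* lies between 81.29 and 91.33 in all of them.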

Quantitative real-time PCR confirmed the down-regulation of *Cldn11* at mRNA levels in testes of adult mice (Fig. 3e). CLDN11 protein was also down-regulated in the testes of adult mice of the *Amh-Rnf20*^*−/−*^ in comparison with those of the *Rnf20*^*Flox/Flox*^ mice (Fig. 3f). Further ChIP-PCR analysis showed that H2BK120ub was enriched in the exons regions, but seldomly in the promoter regions of the *Cldn11* gene in the *Rnf20*^*Flox/Flox*^ testes (Fig. 3g; Additional file 1: Fig. S3), whereas it was hardly ever detected in both the exons and promoter regions of the *Cldn11* owing to the lack of H2BK120ub in the *Amh-Rnf20*^*−/−*^ testes (Fig. 3f, g; Additional file 1: Fig. S3). These data indicated that *Rnf20* knockout in the Sertoli cells impaired the transcription elongation of *Cldn11* in the Sertoli cells owing to the H2BK120ub loss.

**Fig. 3:**
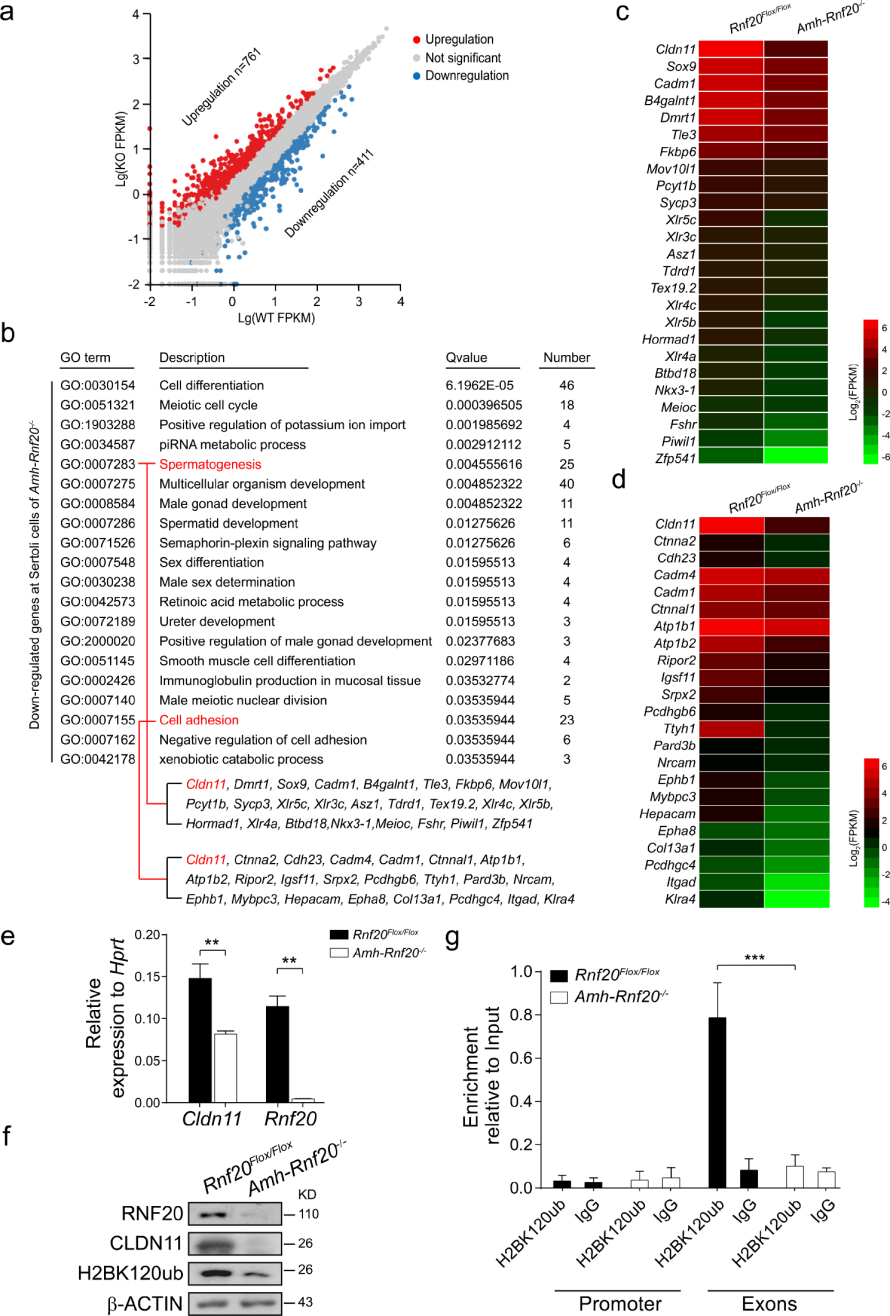
RNF20 deficiency in Sertoli cells impairs the *Cldn11* transcription. **a** Scatterplots of differentially expressed genes. Red scatter, genes with significant up-regulated; blue scatter, genes with significant down-regulated; gray scatter, genes with no significant difference. X axis, Lg (WT FPKM) in the *Rnf20*^*Flox/Flox*^; Y axis, Lg (KO FPKM) in the *Amh-Rnf20*^*−/−*^. **b** Gene ontology (GO) terms analysis of down-regulated genes in the Sertoli cells of the *Amh-Rnf20*^*−/−*^ testes. **c, d** Heatmaps showing the expression levels of down-regulated genes in the terms spermatogenesis (**c**) and cell adhesion (**d**) in the Sertoli cells of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^. Color bar, Log_2_ (FPKM). **e** Quantitative real-time PCR analysis of the genes *Rnf20* and *Cldn11*. The expression levels of the genes were related to *Hprt* expression. Relative levels, 2^−ΔCt^; T-tests were performed. *, p < 0.05, **, p < 0.01. **f** Western blot analysis of the expression levels of RNF20, CLDN11, and H2BK120ub proteins in adult mice. β-ACTIN was used as an internal control. **g** ChIP-PCR assays. The antibody specific for H2BK120ub was used in the ChIP analysis and primers were designed in the regions of promoter and exons of *Cldn11* in the testes of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^. The black graphs indicated the enriched levels in the *Rnf20*^*Flox/Flox*^ mice, while the white graphs indicated the levels in the *Amh-Rnf20*^*−/−*^ mice

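Among the spermatogenesis genes of the heatmap that passed the filter, *Asz1* had the largest fall, with a log2 fold change of −1.41 (standard error 0.65, adjusted p = 0.386 from edgeR's quasi-likelihood test). *Xlr4a* was the 1 gene of that list with a rise, of 0.08 (standard error 0.33, adjusted p = 0.933). Among the cell adhesion genes, *Cdh23* fell most, with a log2 fold change of −1.79 (standard error 0.94, adjusted p = 0.430). *Pcdhgb6* was the 1 member with a rise, of 0.47 (standard error 0.15, adjusted p = 0.286). The *Xlr* genes have near-identical copies and the gamma protocadherin genes share exons, so the counts of *Xlr4a* and *Pcdhgb6* are uncertain. *Atp1b1* had the smallest adjusted p-value of the cell adhesion list, 0.141, with a log2 fold change of −1.32. The genes left out by the filter had low values in both groups, such as *Zfp541* with a mean FPKM of 0.06 in the *Rnf20* Flox/Flox samples and 0.035 in the *Amh-Rnf20*-/- samples.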

### RNF20 deficiency disrupts the cell adhesion and causes disorganization of the seminiferous tubules

As the deficiency of H2BK120ub in the *Cldn11* gene region led to a decrease level of CLDN11, we further investigated CLDN11 expression in the seminiferous tubules and possible dysfunction of the cell adhesion. Immunofluorescence analysis showed that CLDN11 was hardly ever observed in testes of adult mice of the *Amh-Rnf20*^*−/−*^. In contrast, it was expressed in the peripheral regions surrounding the Sertoli cells and spermatogonia in the seminiferous tubules in the *Rnf20*^*Flox/Flox*^ testes (Fig. 4), suggesting a role of CLDN11 via H2BK120ub in the cell adhesion in the seminiferous tubules. Further, the Sertoli cells, as indicated by the marker SOX9, were arranged in the peripheral regions of the seminiferous tubules in the *Rnf20*^*Flox/Flox*^ testes, whereas in the *Amh-Rnf20*^*−/−*^ testes, the Sertoli cells were spread inward from the peripheral seminiferous tubules and some were observed in the center of the seminiferous tubules (Fig. 4). Further immunofluorescence analysis of testes at different days after birth (7, 14, 16, 18, 21, 28 days) and in adults showed that the abnormal distribution of the Sertoli cells in the seminiferous tubules was obvious from 14 days to adult (Fig. 5). The disorganized distribution of the Sertoli cells owing to down-regulation of the CLDN11 expression suggested a disruption of the cell adhesion. We further analyzed expression pattern of key cell-adhesion molecules, α-Catenin, β-Catenin, and N-Cadherin, in testes of adult mice. Immunofluorescence analysis of testis showed that these cell-adhesion molecules had a similar localization to that of CLDN11 in the peripheral regions surrounding the Sertoli cells in the seminiferous tubules in the *Rnf20*^*Flox/Flox*^ testes, as indicated by the marker SOX9 (Fig. 6). In contrast, in the *Amh-Rnf20*^*−/−*^ testes, these cell-adhesion molecules were spread inward from the peripheral seminiferous tubules and some were also detected in the center of the seminiferous tubules (Fig. 6). These data suggested that knockout of *Rnf20* disrupted the cell adhesion and led to disorganization of the seminiferous tubules.

**Fig. 4:**
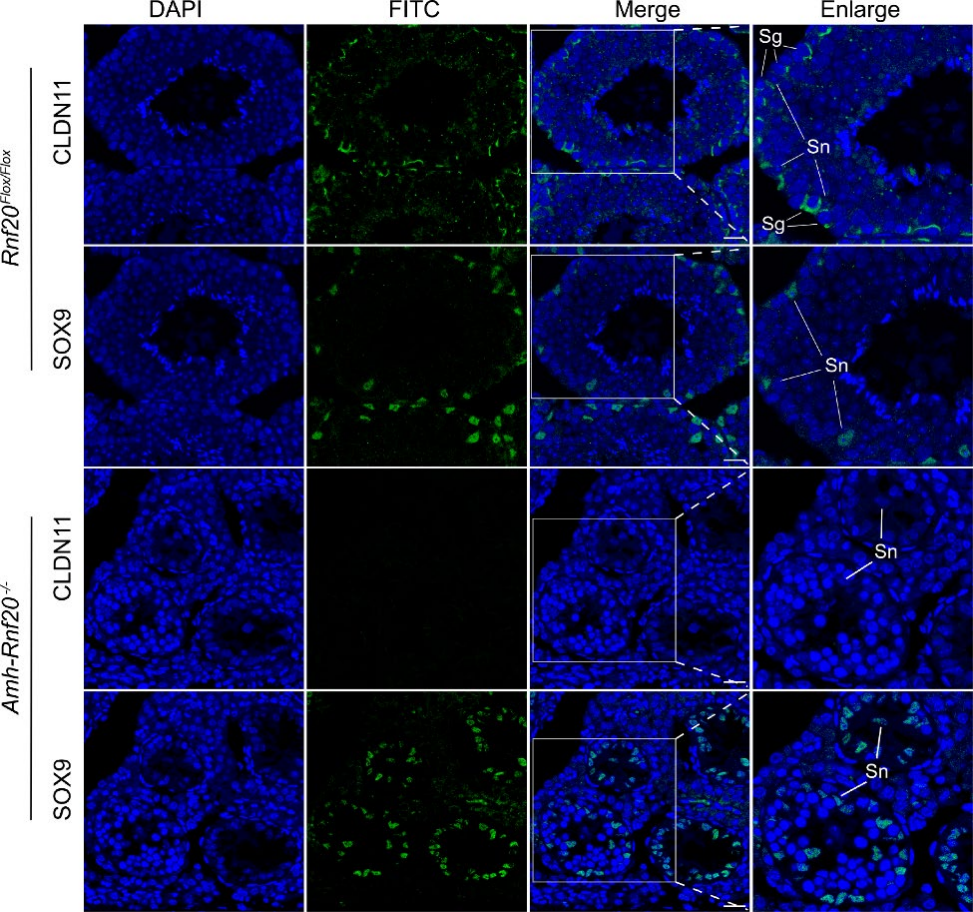
Knockout of *Rnf20* in the Sertoli cells impairs the CLDN11 expression and disrupts the distribution in the Sertoli cells in the seminiferous tubules in adult mice. Immunofluorescence analysis of the CLDN11 protein on testis sections in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^mice. The nuclei were stained with DAPI. FITC signals represent the localization of CLDN11. SOX9, a marker for the Sertoli cells, indicates the distribution of the Sertoli cells in the seminiferous tubules. The white squares in the panels correspond to the enlarged panels. Sn, Sertoli cells; Sg, spermatogonia; SOX9, a marker for the Sertoli cells. Scale bar, 25 μm

**Fig. 5:**
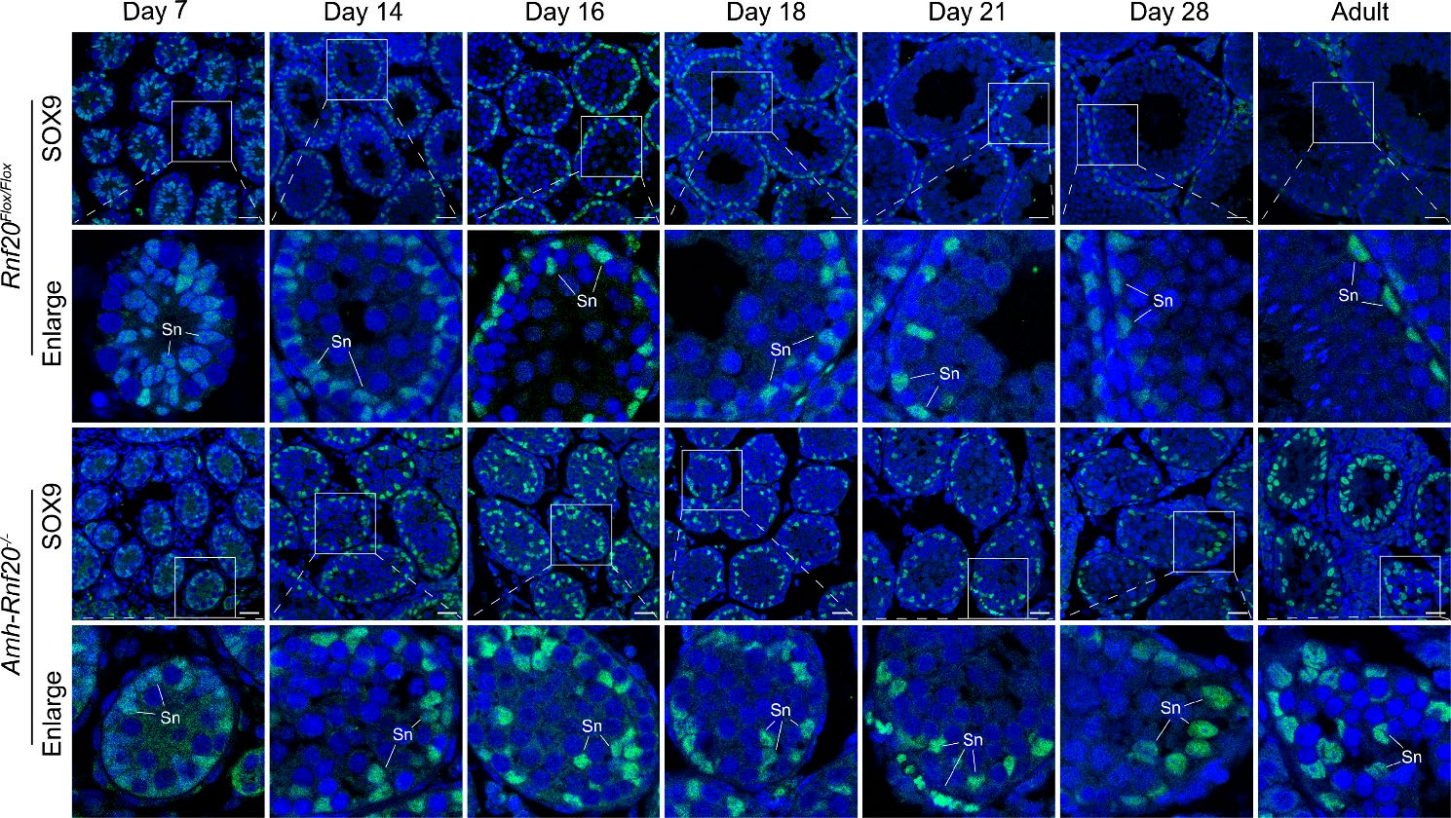
Knockout of *Rnf20* disrupts the distribution of the Sertoli cells in the seminiferous tubules from 14 days to adult. Immunofluorescence analysis showed the localization of the Sertoli marker SOX9 in the seminiferous tubules in the testes of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ in adults and at 7, 14, 16, 18, 21, and 28 days after birth. The nuclei were stained with DAPI. The green fluorescence signals represent the localization of SOX9. The white squares in the panels correspond to the enlarged panels. Sn, Sertoli cells. Scale bar, 25 μm

**Fig. 6:**
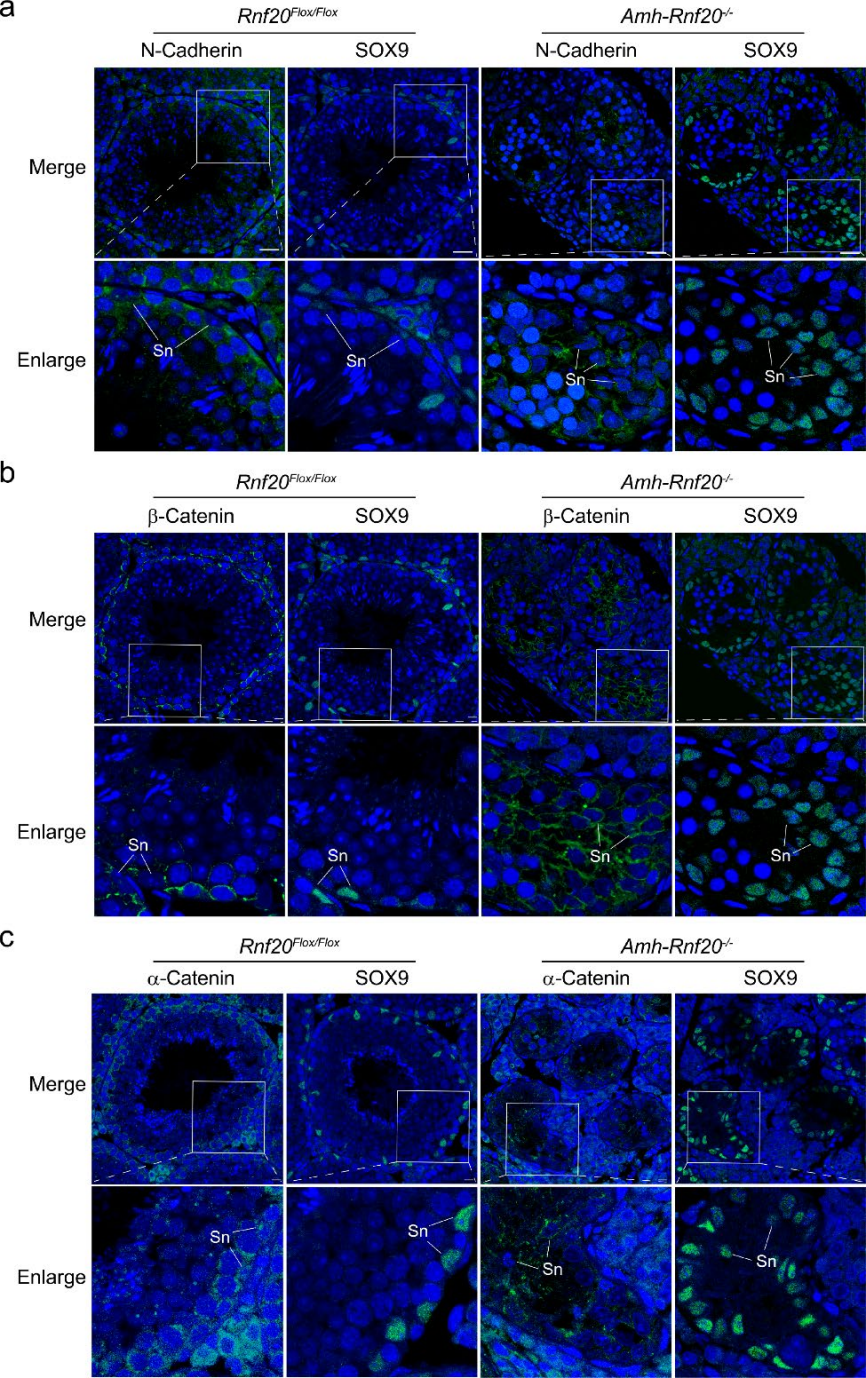
Knockout of *Rnf20* in the Sertoli cells disrupts the cell adhesion in the seminiferous tubules in adult mice. **a** Immunofluorescent analysis of N-Cadherin and SOX9 on the serial paraffin-sections in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ testes. **b** Immunofluorescent analysis of β-Catenin and SOX9 on the serial paraffin-sections in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ testes. **c** Immunofluorescent analysis of α-Catenin and SOX9 on the serial paraffin-sections in the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ testes. The nuclei were stained with DAPI. The white squares in the panels correspond to the enlarged panels. Sn, Sertoli cells. Scale bar, 25 μm

### Apoptosis increases in the germ cells of the ***Amh-Rnf20***^***−/−***^ mice

To further explore possible loss of the germ cells in the seminiferous tubules during spermatogenesis owing to the RNF20 deficiency in the Sertoli cells, we tested the levels of apoptosis in testes at different developmental stages. Statistical analysis showed that the number of the spermatocytes in the seminiferous tubules of the *Amh-Rnf20*^*−/−*^ mice was significantly decreased, compared with that in the *Rnf20*^*Flox/Flox*^ mice from day 14 after birth to adult (Fig. 7a). Moreover, the number of the spermatogonia in the seminiferous tubules was significantly reduced in the *Amh-Rnf20*^*−/−*^ mice from day 21 after birth to adult (Fig. 7b). In addition, Western blot analysis showed that the levels of cleaved-caspase 3 were up-regulated in the testes of adult mice of the *Amh-Rnf20*^*−/−*^ compared to those of the *Rnf20*^*Flox/Flox*^ mice (Fig. 7c). Further, we tested the TUNEL-positive signals during the progress of spermatogenesis. The TUNEL analysis confirmed that the apoptosis in testes was up-regulated in the *Amh-Rnf20*^*−/−*^ mice (Fig. 7d). Statistical analysis indicated that both numbers of TUNEL-positive cells in per tubule and the TUNEL-positive tubules were significantly increased from day 16 after birth to adult (Fig. 7e, f). Taken together, these results suggested that RNF20 deficiency caused the loss of germ cells in the seminiferous tubules by the apoptosis pathway.

**Fig. 7:**
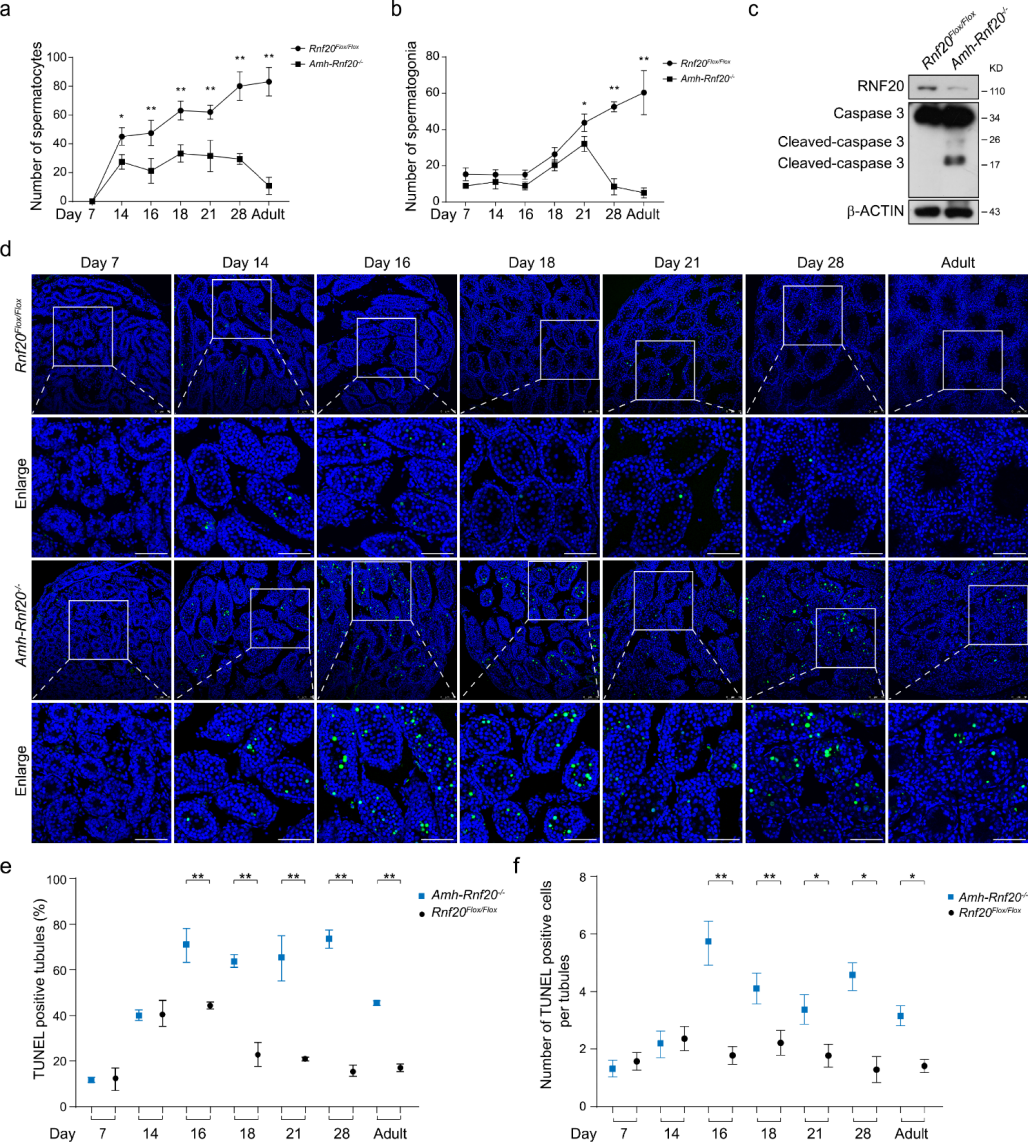
Apoptosis levels in the germ cells of the *Amh-Rnf20*^*−/−*^ testes were increased significantly during spermatogenesis. **a, b** Comparison of the number of spermatocytes (**a**) and spermatogonia (**b**) in the seminiferous tubules between the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ in adults and at 7, 14, 16, 18, 21, and 28 days after birth. Y axis, the number of germ cells; X axis, postnatal days. Black dots on the lines represent the *Rnf20*^*Flox/Flox*^, black squares on the lines represent the *Amh-Rnf20*^*−/−*^. *, p < 0.05, **, p < 0.01. **c** Western blot analysis of the expression levels of RNF20 and Caspase3 in testes of adult mice of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^. β-ACTIN was used as an internal control. **d** TUNEL assays were used to analyze the apoptotic signals in testes of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ in adults and at 7, 14, 16, 18, 21, and 28 days after birth. The nuclei were stained with DAPI. The green fluorescence showed the apoptosis signals. The white squares in the panels correspond to the enlarged panels. Scale bar, 75 μm. **e** Statistical analysis of the proportion of TUNEL-positive seminiferous tubules. *, p < 0.05, **, p < 0.01. **f** Statistical analysis of the cell number with TUNEL-positive signals in the seminiferous tubules. Black dots represent the *Rnf20*^*Flox/Flox*^, blue squares indicate the *Amh-Rnf20*^*−/−*^. *, p < 0.05, **, p < 0.01

## Discussion

In humans, male infertility is common and affects approximately 7% of the male population worldwide [51]. Because of the complex pathogenetic mechanisms, the aetiology of male infertility remains elusive in humans. Here, we used conditional knockout technology to investigate spermatogenic failure and underlying molecular mechanisms. Our study provides a mouse model of the *Rnf20* knockout, that recapitulates the Sertoli cell-only syndrome in humans, a serious condition for male infertility. The Sertoli cells-specific knockout of *Rnf20* causes male infertility. RNF20 deficiency leads to the H2BK120ub loss which impairs the transcription elongation of the *Cldn11* gene in the Sertoli cells. As disruption of the cell adhesion, the lack of RNF20 in the Sertoli cells causes disorganization of the seminiferous tubules, and leads to the loss of the germ cells in the seminiferous tubules by the apoptosis pathway. The impairment of these molecular and cellular processes eventually causes spermatogenesis dysfunction and male infertility.

We uncover *Rnf20* as a new causative gene for spermatogenic failure and male infertility. The pathogenetic mechanism is involved in epigenetic regulation of the RNF20 in male infertility. RNF20 is an E3 ubiquitin ligase critical for mono-ubiquitination of histone H2B at lysine 120 [35, 36]. Knockout of *Rnf20* results in the loss of mono-ubiquitination of histone H2B at lysine 120 in the *Cldn11* gene, which disrupts its transcription elongation and expression in the Sertoli cells. H2BK120ub is an active epigenetic marker, which is known to regulate transcriptional elongation [43, 46, 47]. Thus, RNF20 regulates expression of the *Cldn11* gene through H2B modification of mono-ubiquitination and contributes to the cell-cell adhesion of the Sertoli cells and SSCs to establish the BTB in the seminiferous tubules, which ensures the Sertoli–germ cell crosstalk during spermatogenesis. Knockout of *Rnf20* disrupts the prime factor in the regulatory cascade RNF20-H2BK120ub-CLDN11 during spermatogenesis and eventually causes male infertility. It should be mentioned that knockout of *Rnf20* in the Sertoli cells also interferes with expression of the other genes, including *Dmrt1* and *Ctnna2*, in the GO terms spermatogenesis and cell adhesion in the Sertoli cells, probably via H2BK120ub. It is interesting to further explore the whole picture of regulation networks and functions of the RNF20-H2BK120ub in the Sertoli cells during spermatogenesis.

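*Dmrt1* (Entrez 50796, chromosome 19 of GRCm38.p6, 25505618 to 25604328) had FPKM values of 31.74 and 32.01 in the Sertoli cells of *Rnf20* Flox/Flox mice at 7 days after birth. In the *Amh-Rnf20*-/- samples they were 8.12 and 27.16. The log2 fold change was −0.82 (standard error 0.56, adjusted p = 0.539 from edgeR's quasi-likelihood test), and it was −0.19 without the first *Amh-Rnf20*-/- sample and −1.93 without the second. *Ctnna2* (Entrez 12386, chromosome 6, 76881637 to 77979815) had FPKM values of 7.21 and 7.14 in the *Rnf20* Flox/Flox samples and of 1.49 and 5.09 in the *Amh-Rnf20*-/- samples. Its log2 fold change was −1.09 (standard error 0.56, adjusted p = 0.423 from the same test), or −0.46 without the first *Amh-Rnf20*-/- sample. For both genes, both *Amh-Rnf20*-/- samples were below both *Rnf20* Flox/Flox samples, and the difference was not past the threshold given the spread between the *Amh-Rnf20*-/- samples.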

As a major component of the BTB, CLDN11 contributes to the cell-cell adhesion and crosstalk between the Sertoli cells and SSCs, which play important roles during spermatogenesis [29–31]. Phenotypes of male infertility in the *Amh-Rnf20*^*−/−*^ mice are basically similar to those of the *Cldn11* knockout mice. Deficiency of *Cldn11* resulted in the loss of the cell-cell adhesion and spermatogenesis was arrested before the spermatocyte stage [32]. Notably, the cell-cell adhesion in the seminiferous tubules of the *Amh-Rnf20*^*−/−*^ mice is seriously disrupted and key cell-adhesion molecules, α-Catenin, β-Catenin, and N-Cadherin, are disorganized in the seminiferous tubules in the *Amh-Rnf20*^*−/−*^ testis. It is well known that these cell-adhesion molecules are essential for the junction of intercellular adhesion [52–54]. Thus, the cascade RNF20-H2BK120ub-CLDN11 functions through the regulation of the cell-adhesion within the seminiferous tubules during spermatogenesis. Disruption of the cell adhesion causes disorganization of the seminiferous tubules, impairs normal processes of spermatogenesis, leads to the loss of both the spermatogonia and spermatocytes in the seminiferous tubules by the apoptotic cell death, and thus contributes to male infertility.

## Conclusions

This study shows that RNF20 is required for male fertility through regulation of H2B ubiquitination in the Sertoli cells. The Sertoli cells-specific knockout of *Rnf20* causes male infertility through regulation of the cascade RNF20-H2BK120ub-CLDN11 during spermatogenesis in the mouse testis.

## Methods

### Generation of the ***Amh-Rnf20***^***−/−***^ mice

Homozygous *Rnf20*^*Flox/Flox*^ mice were crossed with transgenic mice expressing the CRE recombinase under the control of the *Amh* promoter to generate the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ mice [45]. PCR primers were used for genotyping of the *Rnf20* and the *Amh* mice as follows: *Rnf20*: 5’ GCTGTAAGAGTTCTTAATGTATG 3’ and 5’ GGCTTGTCACACAAGCATGAGCATC 3’; *Amh*: 5’ TCCAATTTACTGACCGTACACCAA 3’ and 5’ CCTGTACCTGGCAATTTCGGCTA 3’. The PCR conditions were as follows: 94 °C for 3 min; 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s for 34 rounds; and 72 °C for 10 min.

All the animals were bred and raised in the Experimental Animal Center of Wuhan University and animal experiments and methods were performed in accordance with the relevant approved guidelines and regulations, as well as under the approval of the Ethics Committee of Wuhan University.

### Antibodies and reagents

The following primary antibodies were used: Anti-RNF20 (21625-1-AP, Proteintech Group, Rosemont, IL, USA), Anti-H2BK120ub (Cat# 5546s, Cell Signaling Technology, Danvers, MA, USA), Anti-β-ACTIN (Cat# 66009-1-Ig, Proteintech Group, Rosemont, IL, USA), Anti-SOX9 (Cat# 82,630 S, Cell Signaling Technology, Danvers, MA, USA), Anti-Caspase3 (Cat# 19677-1-AP, Proteintech Group, Rosemont, IL, USA), Anti-Claudin 11 (Cat# 36-4500, Thermo Fisher, Waltham, MA, USA), Anti-N-Cadherin (Cat# WL01047, Wanleibio, Shenyang, China), Anti-β-Catenin (Cat# 51067-2-AP, Proteintech Group, Rosemont, IL, USA), and Anti-α-Catenin (Cat# GTX111168, GeneTex, Texas, USA). DMRT1 antibody was provided by Professor Robin Lovell-Badge, MRC, UK.

The secondary antibodies were as follows: Horseradish peroxidase (HRP) conjugated-goat anti-Rabbit IgG (H + L) secondary antibody (Cat# 31,460) from Pierce Biotechnology Company, Rockford, IL, USA and horseradish peroxidase (HRP) conjugated-goat anti-Mouse IgG (H + L) secondary antibody (Cat# 31,430) from Invitrogen, Carlsbad, USA. The fluorescent TRITC-conjugated ImmunoPure goat anti-Rabbit IgG (H + L) (Cat# ZF-0316) was purchased from Feiyi Technology, Wuhan, Hubei, China. The fluorescent FITC-conjugated ImmunoPure goat anti-rabbit IgG (H + L) (Cat# ZF-0311) was from Feiyi Technology, Wuhan, Hubei, China. DAPI (Cat# C1002) was purchased from Beyotime Institute of Biotechnology, Nantong, Jiangsu, China.

### Histology analysis

Testes and epididymis were dissected immediately from mice after euthanasia. The tissues were fixed with 4% paraformaldehyde at 4 °C for overnight, then were embedded in paraffin and cut into a series of 5 μm sections using a paraffin slicer (CM1950, Leica, Germany). After deparaffinization and rehydration, the sections were stained with hematoxylin and eosin for histology analysis. Images were collected with automatic scanning microscope for tissue sections (DM6B, Leica, Germany).

### Western blot analysis

Western blot analysis was performed as previously described [55]. In brief, protein samples were extracted from the testes of adult mice, separated in 12% SDS-polyacrylamide gels, and transferred onto 0.45 μm PVDF membranes (IPVH00010, Millipore, Bedford, MA, USA). After blocked with 5% non-fat milk in TBST (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Tween 20) for 30 min at room temperature, the membranes were incubated with the primary antibodies (1:1000 dilution in 5% BSA) at 4 °C for overnight. The membranes were then washed with TBST 5 times for 10 min each time and incubated with HRP-labeled secondary antibody (1:5000 dilution in 5% non-fat milk) for 1 h at room temperature. After washed with TBST for 5 times, the signals were detected with the ECL kits (K-12,045-D50, Advansta, Menlo Park, USA).

### Immunofluorescence analysis

Testis tissues were fixed with 4% cold PFA for overnight and washed with PBS (pH 7.4) for 3 times. Then samples were embedded in paraffin and cut into a series of 5 μm sections using a paraffin slicer (CM1950, Leica, Germany). After deparaffinization and rehydration, antigen repairs for tissues sections were performed with 0.01 M citric acid solution (pH 6.0) under the condition of pressure (100 kPa) and temperature (105 °C) for 5 min, followed by natural cooling to room temperature. The tissues sections were treated with 1% Triton X-100 for 25 min and rinsed in PBS for 3 times. After blocking with 5% BSA for 20 min, the sections were incubated with primary antibody at 1:100 in 5% BSA at 4 °C for overnight. After washing in PBS, the sections were incubated with immunofluorescent secondary antibody at the dilution of 1:100 for 1 h at 37 °C, and washed in PBS for 3 times in the dark. The nuclei were stained with DAPI (Cat# C1002, Beyotime, Jiangsu) for 5 min and rinsed 3 times for 5 min in PBS. Images were collected immediately using confocal microscope (SP8, Leica, Germany).

### Mass spectrometry

Mass spectrometry analysis was performed as previously described [56]. To identify the levels of ubiquitination at H2BK120 in vivo, proteins were extracted from mouse testes with the genotype *Rnf20*^*Flox/Flox*^ or *Amh-Rnf20*^*−/−*^. Bradford method was used for protein quantification, and proteins of 20 µg for SDS-PAGE were stained with Coomassie brilliant blue R250. All proteins in each group were used for trypsin digestion with a ratio of protein to trypsin 50:1. After digestion for overnight at 37 °C and desalted with C18 SPE Cartridge, anti-K-ε-GG antibody beads (Cat# 5562 S, Cell Signal Technology, Bossdun, MA) were adopted to enrich ubiquitinated peptides. Then, the peptides were separated by HPLC liquid system and analyzed by Q-Exactive series mass spectrum (Q-Exactive HF, Thermo Fisher, Waltham, MA, USA). The original data of mass spectrometry were processed using MaxQuant software for subsequent identification and quantitative analysis.

### Isolation and culture of primary Sertoli cells of mouse testis

Briefly, testes from mice at 7 days after birth with the genotypes of the *Rnf20*^*Flox/Flox*^ and the *Amh-Rnf20*^*−/−*^ were removed and decapsulated. The seminiferous tubules were cut into small pieces and incubated in 0.2 mg/ml 200 µl IV collagenase (40510ES60, Yeasen Biotechnology, Shanghai) at 37 °C for 20 min with gently shaking intermittently. Then, the cells were collected by centrifugation at 2800 rpm for 5 min, washed once with PBS, resuspended in 0.25% trypsin (Cat#SH30042.01, HyClone, Beijing), incubated at 37 °C for 10 min with gentle shaking, and terminated trypsin digestion with medium containing serum. After filtration through a 300 meshes nylon, the cells were collected by centrifugation at 2800 rpm for 5 min. Then cells were resuspended in the medium (DMEM with 12% FBS), placed in 6-well plates, and cultured at 37 °C for overnight. After several passaging, the adherent cells were used for subsequent analysis.

### RNA-seq analysis

For RNA-seq analysis, total RNAs were extracted from the Sertoli cells of mouse testes at 7 days after birth (with the genotype *Rnf20*^*Flox/Flox*^ or *Amh-Rnf20*^*−/−*^), each group with three individuals, using the TRIzol Reagent (15596-026, Thermo Fisher, Waltham, MA, USA), according to manufacturer’s instructions. The RNA samples were treated with RNase-free DNase to remove DNA (M610A, Promega, Madison, WI, USA). After enriched using Oligo (dT), RNAs were broken up for cDNA library construct according to the manufacturer’s protocol. Then the cDNA libraries were sequenced using BGISEQ platform. To determine gene expression levels, clean reads from the Sertoli cells of the *Rnf20*^*Flox/Flox*^ or the *Amh-Rnf20*^*−/−*^ were mapped to the reference genome (GCF_000001635.26_GRCm38.p6) by HISAT and to the reference genes by Bowtie2. Fragments per kilo bases per million fragments (FPKM) values were calculated for each gene by RSEM. Differentially expressed genes were defined with |Log_2_FC|>1 and FDR < 0.001.

### Quantitative real-time PCR

Total RNA samples were isolated from testes of adult mice using TRIzol reagent (Invitrogen, CarIsbad, CA, USA) according to the manufacturer’s instructions, and then were treated with RNase-free DNase (M610A, Promega, Madison, WI, USA). Using the MMLV system (M1701, Promega), cDNAs were reversely transcribed from the RNAs. SYBR Green qPCR Mix (Q712, Vazyme, Nanjing, China) was used for quantitative real-time PCR amplification in a StepOne real-time PCR system (Applied Biosystems, USA). The primers of *Cldn11* and *Hprt* were listed in Additional file 1: Table S1.

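On the GENCODE transcript of *Cldn11* (GRCm38, chromosome 3, 3 exons, 1870 nt), the forward primer of Table S1 spans the junction of exons 1 and 2, at positions 438 to 461. The reverse primer lies in exon 3, at positions 724 to 742, so the product is 305 bp on cDNA. The *Hprt* primers lie in exons 3 and 9 of its 9 exons on chromosome X and give a product of 433 bp. The *Rnf20* primers of the same table lie in exons 11 and 13 of a transcript with 20 exons on chromosome 4 and give a product of 349 bp, outside the floxed exons.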

### ChIP-PCR analysis

The testis samples were dissected immediately from adult mice after euthanasia and cut into small pieces. The testis samples were then cross-linked by 1% formaldehyde and terminated by glycine with a final concentration of 0.125 M. After homogenized, the samples were resuspended in lysis buffer (50 mM Tris-HCl pH 8.0, 5 mM EDTA, 0.1% SDS) and the genomic DNAs were sonicated into fragments of 200–500 bp (Bioruptor Pico sonicator, high, 25cycle, 30s on/off). The DNA samples of 25 µg were incubated with protein A/G beads (36403ES25, Yeasen Biotechnology, Shanghai) conjugated with 2 µg primary antibody or IgG at 4 °C for overnight. After washed, the beads were used to extract genomic DNA with phenol-chloroform extraction methods. The primer sequences were described in Additional file 1: Table S2.

### TUNEL assays

The testis samples were embedded in paraffin and cut into a series of 5 μm sections using a paraffin slicer (CM1950, Leica, Germany). Antigen repairs for tissues sections were performed as described in the section immunofluorescence analysis. For TUNEL (terminal deoxynucleotidyl transferase-mediated dUTP Nick-End Labeling) assays, one step TUNEL apoptosis assay kit (C1086, Beyotime) was used according to the manufacturer’s protocol. The testis tissues sections were permeabilized with 20 µg/ml proteinase K (P2308, Sigma-Aldrich) for 20 min at room temperature, and then the sections were incubated with the FITC-labeling reaction mix containing TdT and fluorescein-dUTP for 1 h at 37 °C. The nuclei were stained by DAPI for 5 min. Images were captured by a confocal fluorescent microscope (FV1000, Olympus, Tokyo, Japan).

### Statistical analysis

The data are presented as the means ± standard at least three independent experiments. Statistical comparisons were made using Student’s t-test when comparing two groups. One-way ANOVA was performed for comparisons with more than two groups. Statistics analysis was performed using GraphPad Prism 7 software package. For significant test, p < 0.05 was considered to be statistically significant [57].

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The accession number for the sequence reported in this paper is GEO GSE225232.

## References

[1] Ombelet W, Cooke I, Dyer S, Serour G, Devroey P (2008). Infertility and the provision of infertility medical services in developing countries. Hum Reprod Update.

[2] Inhorn MC, Patrizio P (2015). Infertility around the globe: new thinking on gender, reproductive technologies and global movements in the 21st century. Hum Reprod Update.

[3] Farquhar CM, Bhattacharya S, Repping S, Mastenbroek S, Kamath MS, Marjoribanks J, Boivin J (2019). Female subfertility. Nat Rev Dis Primers.

[4] Cheng H, Shang D, Zhou R (2022). Germline stem cells in human. Signal Transduct Target Ther.

[5] Pan MM, Hockenberry MS, Kirby EW, Lipshultz LI (2018). Male infertility diagnosis and treatment in the era of in Vitro fertilization and intracytoplasmic sperm injection. Med Clin North Am.

[6] Wang RX, Fu C, Yang YP, Han RR, Dong Y, Dai RL, Liu RZ (2010). Male infertility in China: laboratory finding for AZF microdeletions and chromosomal abnormalities in infertile men from northeastern China. J Assist Reprod Genet.

[7] Adamczewska D, Slowikowska-Hilczer J, Marchlewska K, Walczak-Jedrzejowska R (2020). Features of gonadal dysgenesis and Leydig cell impairment in testes with sertoli cell-only syndrome. Folia Histochem Cytobiol.

[8] Sharma A, Jain M, Halder A, Kaushal S (2021). Identification of genomic imbalances (CNVs as well as LOH) in sertoli cell only syndrome cases through cytoscan microarray. Gene.

[9] Lin YH, Chuang L, Lin YM, Lin YH, Teng YN, Kuo PL (2005). Isochromosome of Yp in a man with sertoli-cell-only syndrome. Fertil Steril.

[10] Stouffs K, Gheldof A, Tournaye H, Vandermaelen D, Bonduelle M, Lissens W, Seneca S. Sertoli Cell-Only Syndrome: Behind the Genetic Scenes. Biomed Res Int. 2016; 2016.10.1155/2016/6191307PMC474627326925412

[11] Shahid M, Dhillon VS, Khalil HS, Sexana A, Husain SA (2011). Associations of Y-chromosome subdeletion gr/gr with the prevalence of Y-chromosome haplogroups in infertile patients. Eur J Hum Genet.

[12] Foresta C, Ferlin A, Garolla A, Moro E, Pistorello M, Barbaux S, Rossato M (1998). High frequency of well-defined Y-chromosome deletions in idiopathic sertoli cell-only syndrome. Hum Reprod.

[13] Kamp C, Huellen K, Fernandes S, Sousa M, Schlegel PN, Mielnik A, Kleiman S, Yavetz H, Krause W, Küpker W (2001). High deletion frequency of the complete AZFa sequence in men with sertoli-cell-only syndrome. Mol Hum Reprod.

[14] Vogt PH, Edelmann A, Kirsch S, Henegariu O, Hirschmann P, Kiesewetter F, Köhn FM, Schill WB, Farah S, Ramos C (1996). Human Y chromosome azoospermia factors (AZF) mapped to different subregions in Yq11. Hum Mol Genet.

[15] Koc G, Ozdemir AA, Girgin G, Akbal C, Kirac D, Avcilar T, Guney AI (2019). Male infertility in sertoli cell-only syndrome: an investigation of autosomal gene defects. Int J Urol.

[16] Miyamoto T, Bando Y, Koh E, Tsujimura A, Miyagawa Y, Iijima M, Namiki M, Shiina M, Ogata K, Matsumoto N (2016). A PLK4 mutation causing azoospermia in a man with sertoli cell-only syndrome. Andrology.

[17] Zhang Y, Li P, Liu N, Jing T, Ji Z, Yang C, Zhao L, Tian R, Chen H, Huang Y (2021). Novel bi-allelic variants of FANCM cause sertoli cell-only syndrome and non-obstructive azoospermia. Front Genet.

[18] Arafat M, Zeadna A, Levitas E, Har Vardi I, Samueli B, Shaco-Levy R, Dabsan S, Lunenfeld E, Huleihel M, Parvari R (2020). Novel mutation in USP26 associated with azoospermia in a sertoli cell-only syndrome patient. Mol Genet Genomic Med.

[19] Miyamoto T, Iijima M, Shin T, Minase G, Ueda H, Okada H, Sengoku K (2018). CUL4B mutations are uncommon in japanese patients with sertoli-cell-only syndrome and azoospermia. J Obstet Gynaecol.

[20] Lardone MC, Argandona F, Lorca M, Piottante A, Florez M, Palma C, Ebensperger M, Castro A (2018). Leydig cell dysfunction is associated with post-transcriptional deregulation of CYP17A1 in men with sertoli cell-only syndrome. Mol Hum Reprod.

[21] Almeida C, Correia S, Rocha E, Alves A, Ferraz L, Silva J, Sousa M, Barros A (2013). Caspase signalling pathways in human spermatogenesis. J Assist Reprod Genet.

[22] Lee SJ, Park J, Lee DJ, Otsu K, Kim P, Mizuno S, Lee MJ, Kim HY, Harada H, Takahashi S (2021). Mast4 knockout shows the regulation of spermatogonial stem cell self-renewal via the FGF2/ERM pathway. Cell Death Differ.

[23] Wang Z, Xu X, Li JL, Palmer C, Maric D, Dean J (2019). Sertoli cell-only phenotype and scRNA-seq define PRAMEF12 as a factor essential for spermatogenesis in mice. Nat Commun.

[24] Ghanami Gashti N, Sadighi Gilani MA, Abbasi M (2021). Sertoli cell-only syndrome: etiology and clinical management. J Assist Reprod Genet.

[25] Chen C, Ouyang W, Grigura V, Zhou Q, Carnes K, Lim H, Zhao GQ, Arber S, Kurpios N, Murphy TL (2005). ERM is required for transcriptional control of the spermatogonial stem cell niche. Nature.

[26] Oatley JM, Brinster RL (2012). The germline stem cell niche unit in mammalian testes. Physiol Rev.

[27] Washburn RL, Hibler T, Kaur G, Dufour JM (2022). Sertoli cell Immune Regulation: a double-edged Sword. Front Immunol.

[28] Mital P, Kaur G, Dufour JM (2010). Immunoprotective sertoli cells: making allogeneic and xenogeneic transplantation feasible. Reproduction.

[29] McCabe MJ, Foo CF, Dinger ME, Smooker PM, Stanton PG (2016). Claudin-11 and occludin are major contributors to sertoli cell tight junction function, in vitro. Asian J Androl.

[30] Smith BE, Braun RE (2012). Germ cell migration across sertoli cell tight junctions. Science.

[31] Gow A, Southwood CM, Li JS, Pariali M, Riordan GP, Brodie SE, Danias J, Bronstein JM, Kachar B, Lazzarini RA (1999). CNS myelin and sertoli cell tight junction strands are absent in Osp/claudin-11 null mice. Cell.

[32] Mazaud-Guittot S, Meugnier E, Pesenti S, Wu X, Vidal H, Gow A, Le Magueresse-Battistoni B (2010). Claudin 11 deficiency in mice results in loss of the sertoli cell epithelial phenotype in the testis. Biol Reprod.

[33] Chiba K, Yamaguchi K, Ando M, Miyake H, Fujisawa M (2012). Expression pattern of testicular claudin-11 in infertile men. Urology.

[34] Kanatsu-Shinohara M, Ogonuki N, Matoba S, Ogura A, Shinohara T (2020). Autologous transplantation of spermatogonial stem cells restores fertility in congenitally infertile mice. Proc Natl Acad Sci U S A.

[35] Hwang WW, Venkatasubrahmanyam S, Ianculescu AG, Tong A, Boone C, Madhani HD (2003). A conserved RING finger protein required for histone H2B monoubiquitination and cell size control. Mol Cell.

[36] Wood A, Krogan NJ, Dover J, Schneider J, Heidt J, Boateng MA, Dean K, Golshani A, Zhang Y, Greenblatt JF (2003). Bre1, an E3 ubiquitin ligase required for recruitment and substrate selection of Rad6 at a promoter. Mol Cell.

[37] Fuchs G, Oren M (2014). Writing and reading H2B monoubiquitylation. Biochim Biophys Acta.

[38] So CC, Ramachandran S, Martin A (2019). E3 ubiquitin ligases RNF20 and RNF40 are required for double-stranded break (DSB) repair: evidence for monoubiquitination of histone H2B lysine 120 as a Novel Axis of DSB signaling and repair. Mol Cell Biol.

[39] Shema E, Tirosh I, Aylon Y, Huang J, Ye C, Moskovits N, Raver-Shapira N, Minsky N, Pirngruber J, Tarcic G (2008). The histone H2B-specific ubiquitin ligase RNF20/hBRE1 acts as a putative tumor suppressor through selective regulation of gene expression. Genes Dev.

[40] Liang Q, Xia W, Li W, Jiao J (2018). RNF20 controls astrocytic differentiation through epigenetic regulation of STAT3 in the developing brain. Cell Death Differ.

[41] Fuchs G, Shema E, Vesterman R, Kotler E, Wolchinsky Z, Wilder S, Golomb L, Pribluda A, Zhang F, Haj-Yahya M (2012). RNF20 and USP44 regulate stem cell differentiation by modulating H2B monoubiquitylation. Mol Cell.

[42] Nakamura K, Kato A, Kobayashi J, Yanagihara H, Sakamoto S, Oliveira DV, Shimada M, Tauchi H, Suzuki H, Tashiro S (2011). Regulation of homologous recombination by RNF20-dependent H2B ubiquitination. Mol Cell.

[43] Wu C, Cui Y, Liu X, Zhang F, Lu LY, Yu X (2020). The RNF20/40 complex regulates p53-dependent gene transcription and mRNA splicing. J Mol Cell Biol.

[44] Liang X, Tao C, Pan J, Zhang L, Liu L, Zhao Y, Fan Y, Cao C, Liu J, Zhang J (2021). Rnf20 deficiency in adipocyte impairs adipose tissue development and thermogenesis. Protein Cell.

[45] Xu Z, Song Z, Li G, Tu H, Liu W, Liu Y, Wang P, Wang Y, Cui X, Liu C (2016). H2B ubiquitination regulates meiotic recombination by promoting chromatin relaxation. Nucleic Acids Res.

[46] Fuchs G, Hollander D, Voichek Y, Ast G, Oren M (2014). Cotranscriptional histone H2B monoubiquitylation is tightly coupled with RNA polymerase II elongation rate. Genome Res.

[47] Pavri R, Zhu B, Li G, Trojer P, Mandal S, Shilatifard A, Reinberg D (2006). Histone H2B monoubiquitination functions cooperatively with FACT to regulate elongation by RNA polymerase II. Cell.

[48] Liu P, Jenkins NA, Copeland NG (2003). A highly efficient recombineering-based method for generating conditional knockout mutations. Genome Res.

[49] Rahmoun M, Lavery R, Laurent-Chaballier S, Bellora N, Philip GK, Rossitto M, Symon A, Pailhoux E, Cammas F, Chung J (2017). In mammalian foetal testes, SOX9 regulates expression of its target genes by binding to genomic regions with conserved signatures. Nucleic Acids Res.

[50] Matson CK, Murphy MW, Griswold MD, Yoshida S, Bardwell VJ, Zarkower D (2010). The mammalian doublesex homolog DMRT1 is a transcriptional gatekeeper that controls the mitosis versus meiosis decision in male germ cells. Dev Cell.

[51] Krausz C, Riera-Escamilla A (2018). Genetics of male infertility. Nat Rev Urol.

[52] Newton SC, Blaschuk OW, Millette CF (1993). N-cadherin mediates sertoli cell-spermatogenic cell adhesion. Dev Dyn.

[53] van der Wal T, van Amerongen R (2020). Walking the tight wire between cell adhesion and WNT signalling: a balancing act for beta-catenin. Open Biol.

[54] Kobielak A, Fuchs E (2004). Alpha-catenin: at the junction of intercellular adhesion and actin dynamics. Nat Rev Mol Cell Biol.

[55] Sheng Y, Song Y, Li Z, Wang Y, Lin H, Cheng H, Zhou R (2018). RAB37 interacts directly with ATG5 and promotes autophagosome formation via regulating ATG5-12-16 complex assembly. Cell Death Differ.

[56] Lai F, Cheng Y, Zou J, Wang H, Zhu W, Wang X, Cheng H, Zhou R (2021). Identification of histone modifications reveals a role of H2b monoubiquitination in Transcriptional Regulation of dmrt1 in Monopterus albus. Int J Biol Sci.

[57] Hong Q, Li C, Ying R, Lin H, Li J, Zhao Y, Cheng H, Zhou R (2019). Loss-of-function of sox3 causes follicle development retardation and reduces fecundity in zebrafish. Protein Cell.

# Supplementary material for: RNF20 is required for male fertility through regulation of H2B ubiquitination in the Sertoli cells
**Source:** Cell Biosci. 2023 Apr 6;13:71. doi: 10.1186/s13578-023-01018-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Additional file 1

**fig. S1.** Oogenesis is not impaired in *Amh-Rnf20*<sup>-/-</sup> mice. **a** H&E staining of ovaries from adult mice, *Rnf20*<sup>Flox/Flox</sup>, *Amh-Rnf20*<sup>+/-</sup>, and *Amh-Rnf20*<sup>-/-</sup>. Scale bar, 50  $\mu$ m. **b** Percentage of primary, secondary, mature, and atretic follicles after H&E staining on ovary sections in *Rnf20*<sup>Flox/Flox</sup>, *Amh-Rnf20*<sup>+/-</sup>, and *Amh-Rnf20*<sup>-/-</sup>. Left panel, female mice at one-month after birth; Right panel, female mice at two-months after birth (n=3).

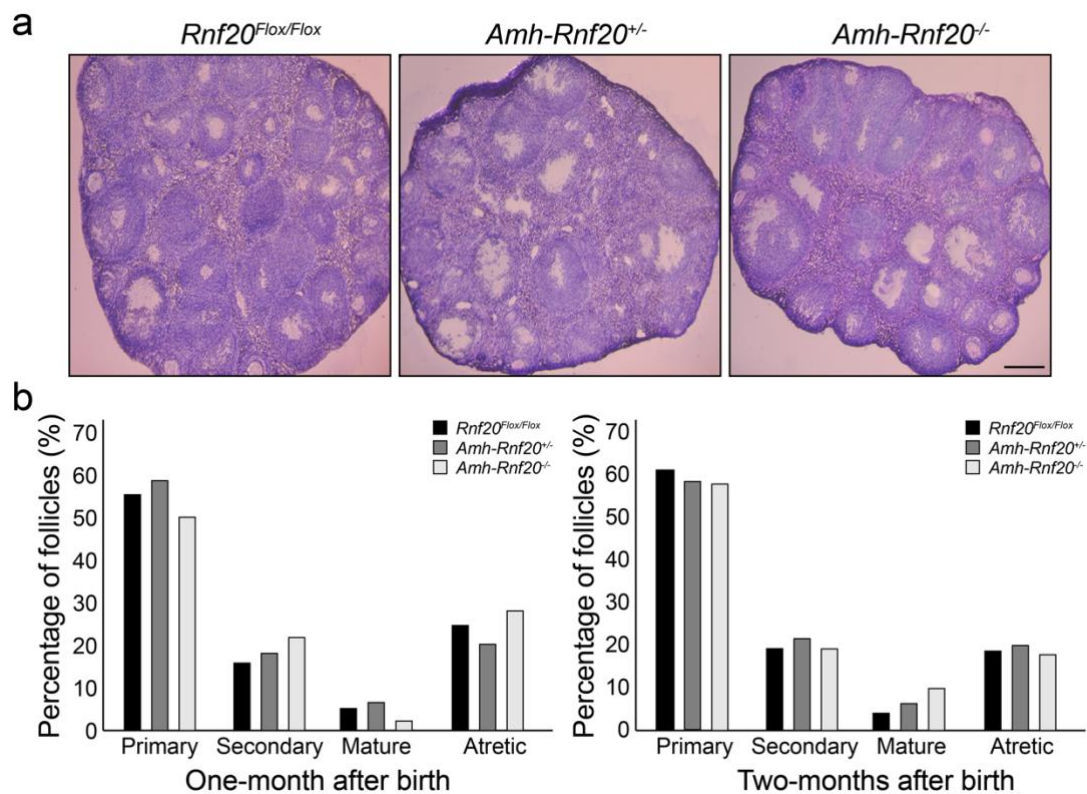

**fig. S2.** H2BK120ub is deficient in the Sertoli cells in *Amh-Rnf20*<sup>-/-</sup> mice at different ages during spermatogenesis. **a, b** Immunofluorescent analysis of the localization of SOX9, H2BK120ub, and DMRT1 in seminiferous tubules on serial paraffin-sections of testes in *Rnf20*<sup>Flox/Flox</sup> and *Amh-Rnf20*<sup>-/-</sup> at 7, 14, 16, 18, 21, and 28 days after birth and in adult mice. The nuclei were stained with DAPI and TRITC signals represent the location of H2BK120ub, while FITC signals represent the location of SOX9 or DMRT1, respectively. The white squares in the merge panels correspond to the enlarged regions. Sn, Sertoli cells. Scale bar, 25  $\mu$ m.

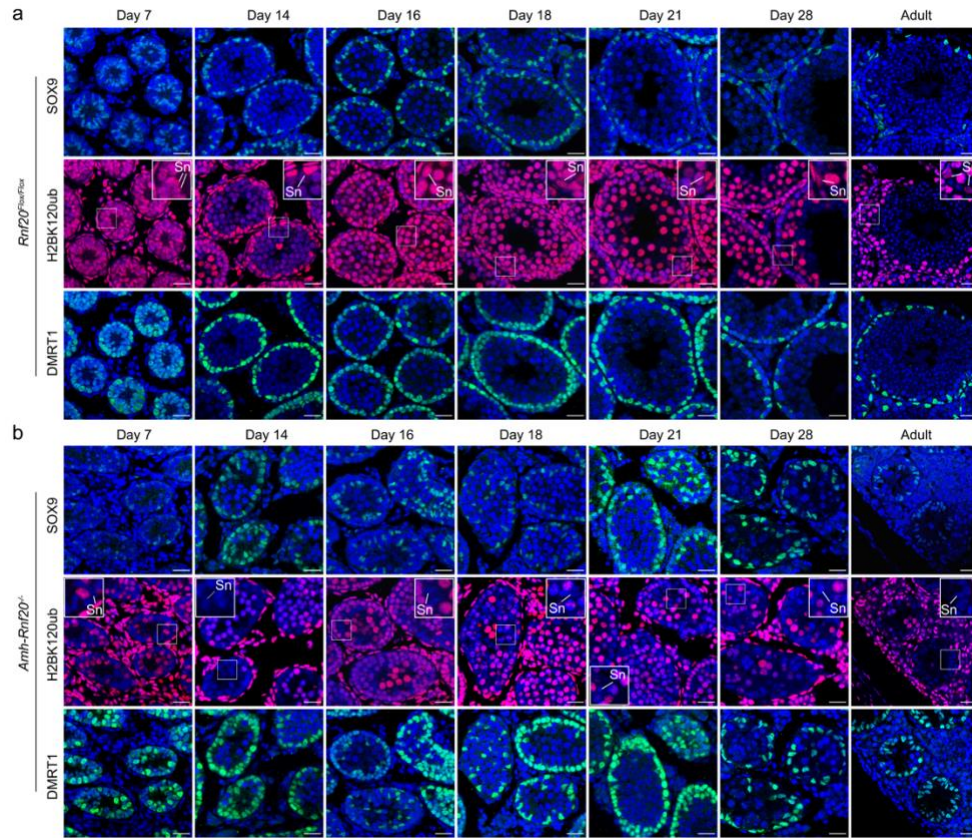

**fig. S3** ChIP-PCR analysis of the enrichment levels of H2BK120ub in different regions of *Cldn11*. **a** Schematic diagram of relative positions of primers in *Cldn11* in the ChIP assays. **b** ChIP analysis showed that H2BK120ub could bind to the exon regions but seldomly in the promoter of *Cldn11* *in vivo*.

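H2BK120ub is histone H2B carrying a single ubiquitin on lysine 120, and in ChIP-PCR the DNA bound to it is precipitated with an antibody and amplified with primers for chosen regions. Table S2 lists primer pairs named P1 to P3 for the promoter and E1 to E3 for the exons of *Cldn11*. Matched to the GENCODE transcript on GRCm38, the E1 forward primer lies in exon 1 at 31150203 to 31150221 of chromosome 3. The E2 forward primer lies in exon 2 at 31153940 to 31153957. Both E3 primers lie in exon 3, at 31163152 to 31163169 and 31163422 to 31163440. The reverse primers of E1 and E2 and all primers of P1 to P3 have no match in the transcript, and the genome sequence around it was not used here.

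**Figure D2:**
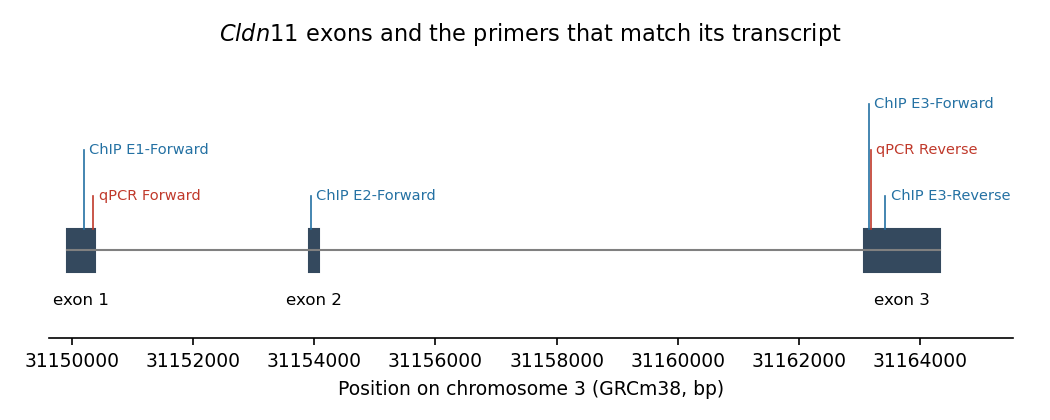
Map of the *Cldn11* gene on chromosome 3 of GRCm38 in base pairs, with exons as boxes and lines at the start of each primer that matches the transcript, red for real-time PCR and blue for ChIP-PCR. The E1, E2 and E3 forward primers fall in exons 1, 2 and 3, and the forward real-time PCR primer starts in exon 1 and ends in exon 2.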

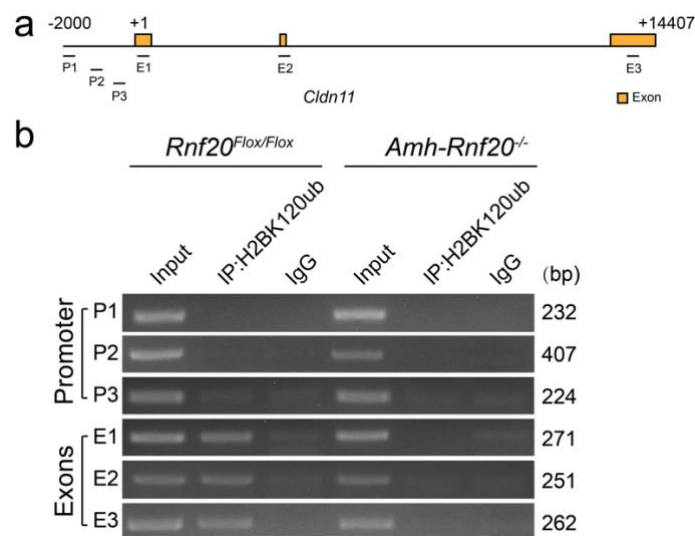

Table S1. Primer sequences for quantitative real-time PCR

| Name                   | Primer sequence                |
|------------------------|--------------------------------|
| <i>Cldn11</i> -Forward | 5' GACATCCTCATCCTTCCAGGCTAC 3' |
| <i>Cldn11</i> -Reverse | 5' CCCACCAGGCACATCACAG 3'      |
| <i>Rnf20</i> -Forward  | 5' GTTCGCAAGGAGTATGAG 3'       |
| <i>Rnf20</i> -Reverse  | 5' CATCCCGTTTGGACTTA 3'        |
| <i>Hprt</i> -Forward   | 5' TTGCTGACCTGCTGGATTA 3'      |
| <i>Hprt</i> -Reverse   | 5' TAGGCTTTGTATTTGGCTTT 3'     |

Table S2. Primer sequences for ChIP-PCR analysis

| Name                       | Primer sequence               |
|----------------------------|-------------------------------|
| <i>Cldn11</i> -P1-Forward  | 5' TGTCTCTGACCTCTATGCG 3'     |
| <i>Cldn11</i> - P1-Reverse | 5' GGTGCTGTTGATTGACAAGTTAG 3' |
| <i>Cldn11</i> -P2-Forward  | 5' TCCCGTGTCTGCTCTATC 3'      |
| <i>Cldn11</i> - P2-Reverse | 5' TCCCTCCTAAACTTCTACCAA 3'   |
| <i>Cldn11</i> -P3-Forward  | 5' GTTGGTAGAAGTTTAGGAGGGA 3'  |
| <i>Cldn11</i> - P3-Reverse | 5' TGCGGGTGTAGAAGGGA 3'       |
| <i>Cldn11</i> -E1-Forward  | 5' GATTGGCATCATCGTCACA 3'     |
| <i>Cldn11</i> -E1-Reverse  | 5' AGGTCTCTGAGTCTCCAAAC 3'    |
| <i>Cldn11</i> -E2-Forward  | 5' ATGATTGCTGCCTCCGTT 3'      |
| <i>Cldn11</i> -E2-Reverse  | 5' CTGTCGCCAGTGGGTTC 3'       |
| <i>Cldn11</i> -E3-Forward  | 5' CTCGCTGTACGCAGGTTG 3'      |
| <i>Cldn11</i> -E3-Reverse  | 5' CGGGGCAGGATACTTTCTA 3'     |

How the deposited data were processed for this re-analysis (not part of the article)

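Groups were compared within each of 2 tables of RNA-seq values, which were analysed separately because they were made separately. One holds 4 samples of Sertoli cells at 7 days after birth, 2 from *Rnf20* Flox/Flox and 2 from *Amh-Rnf20*-/- mice. The other holds 6 samples labelled as adult testis, 3 as wild type and 3 as *Rnf20* conditional knockout, an experiment the paper's text does not describe. Samples were assigned to groups from their labels and the paper. The labels call the day 7 controls wild type, and the legend of Fig. 3a places these values in *Rnf20* Flox/Flox mice. The paper's methods give 3 individuals per group at day 7, and 2 samples per group were analysed here. The labels' growth protocol names adult tissue for all samples, and the paper's age of 7 days was used for the Sertoli cells.

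The authors mapped reads to GRCm38.p6 by HISAT and to the reference genes by Bowtie2, and obtained FPKM values by RSEM. Tool versions, filters on reads and the handling of strand are not given in the paper's text. The deposited columns hold estimated counts, which are not normalized, FPKM values, which are scaled by gene length and library size, and TPM values, which sum to the same total in each sample and were not used for a test. The adult table has the same columns, and its processing by the authors is taken to be the same only as far as the column names show. It also has 20 further columns without any value, which were not used.

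The design, the alternatives in the closing section unless said otherwise, the gene sets and the rule for named genes were fixed before the data were examined. The design named limma on log2(FPKM + 0.1) for tables without counts and edgeR for tables with counts. Since the tables hold estimated counts, edgeR's quasi-likelihood test was the main test, on counts rounded to whole numbers, with TMM scaling and Benjamini-Hochberg adjustment. Genes with an FPKM of at least 0.5 in as many samples as a group holds were tested, 12880 of 17816 at day 7 and 15919 of 20007 in adult testis. A standard error was taken as the log2 fold change divided by the root of the test statistic. Limma on log2(FPKM + 0.1) was run as an alternative; its fold changes understate the change of genes with low values. Ratios of *Cldn11* to *Hprt* and to Sertoli cell markers used log2(FPKM + 0.1) per sample and an exact two-sided permutation test, which cannot give a p-value under 0.333 for 2 samples against 2 or under 0.1 for 3 against 3. Sets of genes were tested with camera at an inter-gene correlation of 0.01. There were 14 sets, 2 from Fig. 3b and 12 for cell types and pathways.

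The rule for the genes named in the text covers *Rnf20*, the genes the paper names, the genes of stained or blotted proteins, *Hprt*, *Rnf40*, the extremes of the 2 lists of Fig. 3b, and the 5 largest rises and 5 largest falls among the genes past the thresholds in each table, or with an adjusted p-value under 0.05 if fewer pass, whose groups did not overlap. Other genes that are named, such as *Atp1b1*, *Zfp541*, *Acta2* and *Col1a1*, fall outside that rule and were chosen after their values were seen. No gene at day 7 passed either threshold, so no largest changes are given for it. Some genes under the rule are not reported here. Whether samples lay above or below the others was judged on TMM-scaled counts, unless said otherwise, and on FPKM for the count of genes changed more than 2-fold without overlap. A group was treated as at the floor when all of its samples held at most 3 counts.

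Depth was between 17477268 and 17705347 counts per sample at day 7 and between 15431912 and 16574144 in adult testis. At that depth the spread between samples, not counting noise, limits most comparisons. TMM factors were between 0.984 and 1.02 at day 7. In adult testis they were between 0.710 and 0.761 in the controls and between 1.27 and 1.42 in the samples labelled *Amh-Rnf20*-/-.

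The tests were tried on simulated counts drawn from the real means and library sizes, with dispersions on the fitted trend. Each gene's own departure from that trend was left out, and both groups had the same dispersion. The real *Amh-Rnf20*-/- samples of day 7 differed by 36.2 in chi-square per degree of freedom, against 2.73 for *Rnf20* Flox/Flox. The shares recovered are therefore not the power of the real comparisons. For day 7, edgeR recovered 91.3% of 195 changed genes among 12749, with 10 false calls, and put 152 of them past the paper's thresholds. For adult testis it recovered 68.9% of 193 changed genes among 15516, with 7 false calls.

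Alternatives covered the pseudocount, the filter on low values, the scaling, limma with other settings, the replicate number as a block, other set tests, other thresholds and each sample left out. DESeq2, limma as written in the design, total-count scaling and 2 tests on the pooled reads of each group were added after seeing the data. Gene coordinates come from RefSeq genes on GRCm38.p6 and primer matches from GENCODE transcripts on GRCm38. GO annotation was not used here, and ChIP-PCR, staining and real-time PCR were not analysed here. The tools were edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, with R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.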

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

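The tests of cell type shares, of library size and of the scaling behind *Hprt* were chosen after the results were seen, and the count of other splits was chosen before. Groups held 2 or 3 samples, too few for a test of single outlying samples.

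The paper's text reports no RNA-seq of adult testes, and that comparison gave 7432 genes past the paper's thresholds, 3660 higher and 3772 lower in the samples labelled *Amh-Rnf20*-/- (edgeR's quasi-likelihood test). The label was checked on *Rnf20* itself, which was not lower in these samples: FPKM was 4.89, 3.32 and 4.09 in the controls and 9.16, 5.76 and 9.85 in the samples labelled *Amh-Rnf20*-/-, a log2 fold change of 0.12 (adjusted p = 0.688), and of 0.97 with total-count scaling (adjusted p = 0.0168), with adjusted p-values between 0.0123 and 0.956 over all fits. Whole testes were sequenced and the gene is deleted in Sertoli cells only. The paper still reports less RNF20 protein in testes of adult *Amh-Rnf20*-/- mice, and its Fig. 3e shows lower *Rnf20* relative to *Hprt*. The level of *Rnf20* here, which was not lower, differs from that. Relative to *Hprt*, which was itself higher, *Rnf20* was at 0.219 of the control level. *Rnf20* thus does not settle the label, and every direction given here rests on the label. Of the 10 splits of the 6 samples into groups of 3, 1 gave as many genes, the real one, and the other splits gave 0. With 10 splits the share cannot fall under 0.1, so this count decides nothing. Pairs of 1 control and 1 labelled sample differed by 873 to 1069 in chi-square per degree of freedom, against 14.5 to 18.6 between controls and 22.4 to 124 between the labelled samples. In 85.5% of the genes tested the groups did not overlap, where chance gives 10%. These values argue against chance variation between alike samples as the source of the difference. They do not test the label. All 12 spermatid and all 12 spermatocyte genes were below every control in all 3 labelled samples. The paper reports no round or elongated spermatids in the tubules of *Amh-Rnf20*-/- mice, so these lists go with the label, while the level of *Rnf20* does not. The balance of rises and falls moved with the scaling: with total counts 5836 genes were higher and 2252 lower, and with median-ratio scaling 3173 were higher and 4186 lower. The median log2 fold change of all genes was 0.87 with total counts and −0.19 with median-ratio scaling, against 0.01 with TMM. Leaving out the second control sample gave 2605 genes past the thresholds and leaving out the first sample labelled *Amh-Rnf20*-/- gave 10377. Where the label holds, the paper's histology gives a changed mix of cells, with spermatids absent and few germ cells left. The spermatid list, at a median log2 fold change of −9.12, goes with that. How much of the difference comes from the mix, and how much from expression within cells, stays open.

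In the day 7 samples, 3 of the 5 lists for cells outside the seminiferous epithelium, which the paper does not discuss, were higher in the *Amh-Rnf20*-/- samples and passed camera. The macrophage list had a median log2 fold change of 0.57 and did not pass with the main settings (camera, adjusted p = 0.0961). It passed camera in the limma fits (adjusted p between 0.00966 and 0.0228) and without the filter on low values (0.0198). It did not pass with median-ratio or total-count scaling, the replicate block or a mean FPKM of at least 1. The endothelial list had a median of −0.11 over 5 genes, with 3 of them lower (adjusted p = 0.889). The median log2 fold change was 0.95 for the 7 peritubular myoid cell genes and 0.88 for the 6 stromal fibroblast genes, with all of them above both *Rnf20* Flox/Flox samples in both *Amh-Rnf20*-/- samples. The Leydig cell list had a median of 0.71 over 5 genes, 3 of them above both *Rnf20* Flox/Flox samples, and 0.47 without the first *Amh-Rnf20*-/- sample. Camera gave adjusted p-values of 5.11e-13, 1.52e-09 and 0.0185, and none of these held with fry or with an estimated correlation. All 7 and all 6 genes were also expressed in the *Rnf20* Flox/Flox cultures, such as *Acta2* at a mean FPKM of 1078 against 2113 in the *Amh-Rnf20*-/- samples and *Col1a1* at 1029 against 1591. The Sertoli cell list had a median of −0.49 over 17 genes, 2 of which the study picked from these samples, and −0.26 without the first *Amh-Rnf20*-/- sample. The spermatogonium list had a median of −0.59 over 14 genes, and −0.35 without that sample. A lower share of Sertoli cells with all other cells alike would raise the markers of every other cell type, and the tables argue against it: the medians of the myoid and spermatogonium lists were 1.53 apart. A higher share of peritubular and stromal cells alone would lower the markers of all other cell types alike. The medians of the macrophage and spermatogonium lists were 1.15 apart. Relative to the *Rnf20* Flox/Flox samples, the macrophage list was at 0.80 and 0.17 in the *Amh-Rnf20*-/- samples. The spermatogonium list was at −0.83 and −0.28. The Leydig cell list, at 0.71, did not fall either. The macrophage list held 5 genes tested and did not pass with the main settings, so its gap does not exclude this share. A higher share of several cell types outside the epithelium together was not tested and stays open. The samples' own pattern is open as well, because the myoid list rose by 1.19 and 1.03 in the *Amh-Rnf20*-/- samples while the Sertoli cell list was at −1.14 in the first and −0.11 in the second. A change of expression within the cells after loss of *Rnf20* stays open and was not tested.

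The *Amh-Rnf20*-/- samples of day 7 were less alike than the *Rnf20* Flox/Flox samples, by 36.2 against 2.73 in chi-square per degree of freedom. A difference in library size is argued against, since the total counts of the *Amh-Rnf20*-/- samples had a ratio of 1.01. No other explanation was tested, and a difference between animals, between cell isolations or in culture and passage stays open.

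In adult testis, 4 lists of cell types and pathways that the paper does not report by RNA-seq were higher in the samples labelled *Amh-Rnf20*-/-. The median log2 fold changes were 4.40 for stromal fibroblasts, 3.92 for Leydig cells, 3.60 for macrophages and 1.84 for the apoptosis genes, with camera adjusted p-values of 3.43e-03, 3.43e-03, 1.75e-04 and 8.52e-03. All 6 fibroblast, 8 Leydig and 8 macrophage genes were above every control in all 3 samples, and so were 11 of the 12 apoptosis genes tested; *Bcl2l1* was below. All 4 held with fry and none with an estimated correlation. With total-count scaling each rise was larger, as was the median of all genes. No technical explanation was tested for these lists, and a larger share of interstitial RNA where germ cell transcripts are lost stays open beside a change within the cells.

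*Hprt*, the reference gene of the paper's real-time PCR, had FPKM values of 10.93, 7.83 and 8.24 in the adult controls and of 75.68, 83.12 and 82.65 in the samples labelled *Amh-Rnf20*-/-. The log2 fold change was 2.30 (standard error 0.15, adjusted p = 4.86e-05 from edgeR's quasi-likelihood test), while at day 7 it was 0.02. If a few abundant transcripts taking most counts were the cause, the rise would vanish with TMM scaling, and it stayed at 2.30 with TMM and at 3.16 with total counts, so the tables argue against scaling. The lowest value over all fits was 2.11, with DESeq2. A difference in the mix of cells stays open. The difference between the tables was not tested, since they were made separately.

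Of 12 named genes, *Actb* and *Rnf40* moved in opposite directions in the tables, on TMM-scaled counts, where every *Amh-Rnf20*-/- sample was above the controls at day 7 and every sample labelled *Amh-Rnf20*-/- below the controls in adult testis. By FPKM the groups overlapped for *Rnf40* at day 7, at 19.52 and 19.85 in the *Rnf20* Flox/Flox samples and 19.72 and 20.33 in the *Amh-Rnf20*-/- samples, and for *Actb* in adult testis, at 302.25, 294.15 and 277.13 in the controls and 357.50, 290.11 and 349.22 in the labelled samples. The difference between the tables was not tested. *Actb* had a log2 fold change of 0.38 at day 7 and of −0.67 in adult testis. The adult value had an adjusted p of 0.0167 (edgeR's quasi-likelihood test), which was 0.0760 without the second and 0.0668 without the third sample labelled *Amh-Rnf20*-/-. The adult value also flips to 0.19 with total-count scaling. The median of all genes moved alike, from 0.01 to 0.87, so the flip says nothing about *Actb* alone. The sign of the adult value depends on the scaling of the libraries, which stays open as its source. *Rnf40*, whose protein is the partner of RNF20, had a log2 fold change of 0.07 at day 7, within its standard error of 0.07 and at 0.04 without the second *Amh-Rnf20*-/- sample, and of −1.92 in adult testis, which was −1.06 with total-count scaling. The age and tissue of the samples stay open and were not tested.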

How the results depend on the processing

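Alternatives gave 1258 values for 74 results. For single genes and lists other than *Cldn11* and the lists of Fig. 3b, there were 71 changes besides changes of sign. Some of them are given here. Of the 71, 40 passed the threshold only under the alternative, 23 no longer passed it and 8 moved by more than the spread between replicates. The limma settings change the test as well as the named choice. At day 7, 0 genes passed the paper's thresholds under every fit of edgeR and limma that kept all samples, and unadjusted p-values under 0.05 numbered between 1789 and 2141. *Cldn11*, *Sox9*, *Dmrt1*, *Ctnna2* and *Rnf20* kept their direction in every setting.

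At day 7, DESeq2 gave 126 genes past the thresholds, 581 with an adjusted p-value under 0.05 and 2 of the named genes, *Sox9* and *Actb*. A change of more than 2-fold without overlap, and no test, gave 571 genes. The pooled reads of each group, tested against counting noise only, gave 604 genes, and 765 without the filter on low values. Those counts compare the libraries and not the conditions, since the spread between samples is left out. DESeq2, the pooled tests, total-count scaling and limma on log2(FPKM + 0.1) were chosen after seeing the data. With an estimated correlation or with fry, 0 of the day 7 cell type lists passed, against 6 with camera at its preset correlation, and the lists of Fig. 3b no longer passed at their medians of −0.63 and −1.09. The cause was not tested, apart from the spread left out of the pooled tests.

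Small day 7 values changed sign. *Hprt* was at 0.02 and went to −0.025 with limma at a pseudocount of 1, 0.01 or 0.1, robust and without trend too, to −0.017 with quantile normalization and to −0.022 with total-count scaling. The apoptosis list, at 0.01, went to −0.026 at a pseudocount of 1, −0.028 at 0.01, −0.028 with the other limma fits without quantile normalization, −0.0048 without the filter and −0.028 with total-count scaling. The H2B ubiquitination list, at 0.02, went to −0.017 at a pseudocount of 1, −0.018 in the other limma fits without quantile normalization and −0.021 with total-count scaling. The spermatid list, with 1 gene tested, went from 0.10 to −0.063 at a pseudocount of 0.01, −0.043 at 0.1 and −0.11 with quantile normalization. None of these values passed a threshold in any setting, and the cause was not tested.

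In adult testis, the scaling moved the median log2 fold change of all genes from 0.01 with TMM to 0.87 with total counts, 0.81 with limma on log2(FPKM + 0.1) and −0.19 with median-ratio scaling. The genes past the thresholds were 49.2% higher with TMM, 72.2% with total counts, 70.4% with limma, 64.6% and 74.8% with limma at pseudocounts of 1 and 0.01, 70.8% with limma robust or without trend, and 57.9% with quantile normalization. The share was 43.1% with median-ratio scaling and 44.9% with DESeq2, 49.8% without the filter on low values, 50.4% with a mean FPKM of at least 1, and between 38.9% and 58.7% with a sample left out. At an adjusted p-value under 0.05 the share was 50.1% with TMM and 64.3% with total counts. A change of more than 2-fold without overlap gave 11633 genes, and the pooled reads gave 11940, or 13328 without the filter, against 7432. *Cldn11*, at 1.69 and not past the threshold, passed it at 2.05 with limma at a pseudocount of 1, 2.33 with quantile normalization, 1.48 with DESeq2 and 2.58 with total counts. *Cldn11* relative to *Actb* was 1.89, against −1.08 relative to *Hprt*. *Actb*, at −0.67, became 0.18 with limma at a pseudocount of 1, 0.19 in its other fits without quantile normalization, 0.71 with it and 0.19 with total counts. The H2B ubiquitination list, at −0.06, became 0.73 at a pseudocount of 1, 0.78 at 0.01, 0.78 in the other limma fits, 0.30 with quantile normalization and 0.79 with total counts. *Rnf20*, at 0.12, became −0.075 with median-ratio scaling and with DESeq2, and *Dmrt1*, at 0.28, became −0.14 with quantile normalization. With total counts *Ctnna2* went to 0.37 and *Cdh2* to 0.18. With an estimated correlation 0 of the adult cell type lists passed, and 11 with fry, against 5. The cause was not tested.

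Replicate numbers do not pair the samples: the deviations of samples with the same number from their group means correlated at 0.0383 at day 7 and at 0.0156, 0.0172 and 0.0246 in adult testis. With the number as a block, 0 adult genes passed the thresholds, 12563 had an unadjusted p-value under 0.05, and *Dmrt1* was at −0.44. At day 7 the block gave 0 genes, as without it.

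Leaving out 1 sample at a time left a group with 1 sample at day 7, so no test was run there. *Cldn11* ranged from −3.94 without the second *Amh-Rnf20*-/- sample to −0.52 without the first across the 4 fits. In adult testis the genes past the thresholds ranged from 2605 to 10377 across the 6 fits, *Cldn11* from 1.38 to 2.31, *Ctnna2* from −0.98 to 0.15, *Dmrt1* from −0.17 to 0.97 and the cell type lists that passed from 5 to 8. The highest values of these ranges came without the first sample labelled *Amh-Rnf20*-/-. Fewer samples entered these fits.

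The depth limits genes at 3 counts or fewer in every sample of a group: their fold change is a bound. For the other results the spread between samples was the limit, since it was above counting noise in every group.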

Differences from the paper's values

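The paper gives 1172 differentially expressed genes at day 7, 761 higher and 411 lower, and edgeR's quasi-likelihood test gave 0, 0 higher and 0 lower, with 1997 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap; the nearest, a change of more than 2-fold without overlap and without a test, gave 571 genes, 328 higher and 243 lower. DESeq2, chosen after seeing the data, gave 126, 104 higher and 22 lower. With the pooled reads of each group tested against counting noise only, 604 genes passed, 362 higher and 242 lower. Without the filter on low values as well, chosen after seeing the values, 509 genes were higher, within 1.5 times the paper's 761, while the total of 765 and the 256 lower genes were not within 1.5 times the paper's.

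The paper's real-time PCR of adult testes gives *Rnf20* relative to *Hprt* in *Amh-Rnf20*-/- at about 0.04 of the level in *Rnf20* Flox/Flox mice (Fig. 3e, read by eye). The FPKM values gave 0.219 of the control level for the same ratio, with other samples and another assay, and *Rnf20* itself was not lower: its mean FPKM was 4.10 in the controls and 8.26 in the samples labelled *Amh-Rnf20*-/-, against 9.00 and 80.5 for *Hprt*. No alternative was set for the *Rnf20* ratio. For *Cldn11* relative to *Hprt* the same figure gives about 0.54 of the control level, read by eye, and the FPKM values gave 0.473. That value was 0.911 without the first labelled sample and 3.72 relative to *Actb* in place of *Hprt*. The mean FPKM of *Cldn11* itself was not lower, at 30.8 in the controls and 184 in the labelled samples. The paper also reports less CLDN11 protein in adult testes, which RNA values do not test.

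The paper states that *Cldn11* fell significantly at day 7. Its log2 fold change was −1.40 with an adjusted p-value of 0.571 (edgeR's quasi-likelihood test), and between 0.405 and 0.855 over all fits. The change of more than 2-fold without overlap and both tests of pooled reads, the latter chosen after seeing the data, put *Cldn11*, *Sox9* and *Asz1* of the spermatogenesis genes past the thresholds, and of the cell adhesion genes *Cldn11*, *Ctnna2*, *Cdh23*, *Atp1b1*, *Atp1b2*, *Igsf11*, *Ttyh1*, *Ephb1*, *Mybpc3*, *Hepacam* and *Itgad*. DESeq2 put *Atp1b1* past the thresholds, and *Sox9*, *Ctnnal1* and *Mybpc3* at an adjusted p-value under 0.05.

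The paper lists *Xlr4a* and *Pcdhgb6* among the genes that fell, and their log2 fold changes were 0.08 and 0.47. *Xlr5b* had a log2 fold change of −0.30 (adjusted p = 0.846), a fall as in the paper, while its mean FPKM was 1.69 in the *Rnf20* Flox/Flox samples and 1.83 in the *Amh-Rnf20*-/- samples. Of the listed genes with values too low to test, *Xlr4c*, *Col13a1*, *Pcdhgc4* and *Klra4* had higher mean FPKM values in the *Amh-Rnf20*-/- samples, such as 0.350 and 0.645 for *Xlr4c*. The paper states that *Dmrt1* and *Ctnna2* changed at day 7, and their log2 fold changes were −0.82 and −1.09 with adjusted p-values of 0.539 and 0.423 (edgeR's quasi-likelihood test).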

Other observations

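The tests of gene length, transcript length and GC content were chosen before the results were seen, and the test of *Cldn11* against Sertoli cell markers in adult testis after.

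Gene properties were weighed as sources of the day 7 changes, across genes within pairs of samples; genes are not independent replicates. With a separate *Rnf20* Flox/Flox sample for each *Amh-Rnf20*-/- sample, Spearman's rho with genomic gene length was 0.054 for the first *Amh-Rnf20*-/- sample and −0.14 for the second, against −0.076 between the *Rnf20* Flox/Flox samples. With effective transcript length it was 0.095 and −0.19, against −0.096, and with GC content 0.076 and 0.17, against 0.094. Length went opposite ways in the *Amh-Rnf20*-/- samples, and GC content in the first was no stronger than between the *Rnf20* Flox/Flox samples, so the tables argue against each as a common cause of the changes. At least 97.46% of the 12880 genes had a value for each property. The changes themselves correlated at a rho of 0.382 between the *Amh-Rnf20*-/- samples, each against its own *Rnf20* Flox/Flox sample, and 83.0% of the genes changed more than 2-fold in the first went the same way in the second.

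The paper measured *Cldn11* in adult testis by real-time PCR, and reports less CLDN11 protein there by western blot and immunofluorescence. The FPKM values of *Cldn11* were 34.88, 27.08 and 30.40 in the adult controls. They were 32.84, 226.62 and 293.45 in the samples labelled *Amh-Rnf20*-/-. The log2 fold change was 1.69 (standard error 0.70, adjusted p = 0.062 from edgeR's quasi-likelihood test, between 3.75e-07 and 0.222 over all fits), and 2.31 without the first labelled sample. Relative to *Hprt* the difference was −1.08 (exact two-sided permutation test, p = 0.3), or −0.13 without that sample, and relative to the Sertoli cell markers 0.39 (p = 0.4), or 0.84 without that sample. Both ratios compare group means of log2(FPKM + 0.1), on which *Cldn11* alone differed by 2.08 with all samples. The smallest p that 3 samples against 3 allow is 0.1. A candidate explanation for the higher *Cldn11* is a higher share of Sertoli cell RNA after the loss of germ cells. The Sertoli cell list rose by a median of 1.497 over 17 genes, with 9 above and 2 below every control, though not past the threshold (camera, adjusted p = 0.1504), and in the first labelled sample neither *Cldn11* nor the list rose, with the list at −0.14. Its members did not move alike, from −5.57 for *Rhox5* to 3.93 for *Trf*. In the first labelled sample, *Inha* was at 970% of the control mean and *Sox9* at 65.7%. Whether other cells also express these genes was not tested, so the list is an uncertain measure of the Sertoli cell share. The log2 level of *Cldn11* relative to the list was 0.85, 0.83 and 0.97 in the controls and 0.37, 1.70 and 1.75 in the labelled samples, so it was below the controls in the first labelled sample and above them in the others. With labelled samples on both sides of the controls, a higher share of Sertoli cell RNA and a change of *Cldn11* within Sertoli cells cannot be told apart, and both stay open.

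Among adult genes of stained or blotted proteins, *Ctnna1* had a log2 fold change of 2.11 and *Ctnnb1* of 1.81 in the samples labelled *Amh-Rnf20*-/-, each above every control in all 3 samples. *Sox9*, *Dmrt1*, *Ctnna2* and *Cdh2* had values of 1.23, 0.28, −0.53 and −0.71 that were not past an adjusted p-value under 0.05. Without the first labelled sample, *Sox9* was at 1.85 and *Dmrt1* at 0.97, both then past it, and *Ctnna2* was at 0.15 and *Cdh2* at −0.11. Without the third, *Dmrt1* was at −0.17. Relative to *Hprt*, which was itself higher, *Rnf20* differed by −2.19 (exact two-sided permutation test, p = 0.1, the smallest possible), and relative to the Sertoli cell markers by −0.72 (p = 0.4). Whole testes were sequenced, so the ratio to the markers does not give the level of *Rnf20* per Sertoli cell.

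The remaining lists in adult testis had median log2 fold changes of −9.12 for spermatids, −3.87 for spermatocytes, −1.76 for spermatogonia, 2.85 for endothelial cells, 2.24 for peritubular myoid cells, 0.94 for tight junctions and −0.06 for H2B ubiquitination, with a median of all genes of 0.01. With the main settings the spermatid list passed camera (adjusted p = 0.0144) and the others did not. The spermatocyte list passed camera in the limma fits (adjusted p between 0.00424 and 0.00834) and with total counts (0.0243). Without the first labelled sample, the spermatocyte and tight junction lists passed. The endothelial list passed without the filter (0.0419), with the replicate number as a block (0.0320), and without any 1 control or the third labelled sample. With fry all of these lists but tight junctions passed, and none did with an estimated correlation. All 12 spermatid and all 12 spermatocyte genes were below every control in all 3 samples. The spermatogenesis and cell adhesion lists of Fig. 3b, chosen by the study in other samples, had medians of −1.23 and 0.63 and did not pass (adjusted p = 0.674 for both). Without the first labelled sample the spermatogenesis median was −0.66 and the tight junction median 1.499. At day 7, the remaining lists had medians of −0.49 for spermatocytes (adjusted p = 0.0194) and 0.57 for macrophages (adjusted p = 0.0961). The 1 spermatid gene tested was at 0.10. The medians were 0.01 for apoptosis, −0.11 for endothelial cells, 0.02 for H2B ubiquitination and −0.13 for tight junctions. With the main settings, the macrophage list and those after it did not pass. Without the first *Amh-Rnf20*-/- sample the macrophage median was 0.12, the spermatocyte median −0.30, the tight junction median −0.36 and the spermatid gene at −0.83, and without the second the endothelial median was 0.48.

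The largest adult changes by the rule included, among rises, *H2-M2*, *Kcne1l*, *Ren2* and *Trpc2*, and among falls *Gm136*, *Prm1*, *Ttc24*, *Prm2* and *Defb33*. In *H2-M2*, *Kcne1l* and *Trpc2* every control was at 3 counts or fewer, so the rise is a lower bound, at least 3.51, 3.36 and 2.50 on the log2 scale. *Ren2*, with a near-identical copy, had a log2 fold change of 7.75, and 12.77 without the second control sample. *Gm136*, *Ttc24* and *Defb33* were at 3 counts or fewer in every labelled sample, with bounds of −10.39, −9.76 and −9.44. *Prm1* and *Prm2*, protamine genes of spermatids, had log2 fold changes of −14.60 and −13.94.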
